# The pH Signaling Transcription Factor PAC-3 Regulates Metabolic and Developmental Processes in Pathogenic Fungi

**DOI:** 10.3389/fmicb.2019.02076

**Published:** 2019-09-04

**Authors:** Maíra Pompeu Martins, Nilce M. Martinez-Rossi, Pablo R. Sanches, Eriston Vieira Gomes, Maria Célia Bertolini, Wellington R. Pedersoli, Roberto Nascimento Silva, Antonio Rossi

**Keywords:** *Neurospora crassa*, mycorrhizal association, phytopathogen, inorganic orthophosphate, RNA-sequencing

## Abstract

The zinc finger transcription factor PAC-3/RIM101/PacC has a defined role in the secretion of enzymes and proteins in response to ambient pH, and also contributes to the virulence of species. Herein we evaluated the role of PAC-3 in the regulation of *Neurospora crassa* genes, in a model that examined the plant-fungi interactions. *N. crassa* is a model fungal species capable of exhibiting dynamic responses to its environment by employing endophytic or phytopathogenic behavior according to a given circumstance. Since plant growth and productivity are highly affected by pH and phosphorus (P) acquisition, we sought to verify the impact that induction of a Δ*pac-3* mutation would have under limited and sufficient Pi availability, while ensuring that the targeted physiological adjustments mimicked ambient pH and nutritional conditions required for efficient fungal growth and development. Our results suggest direct regulatory functions for PAC-3 in cell wall biosynthesis, homeostasis, oxidation-reduction processes, hydrolase activity, transmembrane transport, and modulation of genes associated with fungal virulence. Pi-dependent modulation was observed mainly in genes encoding for transporter proteins or related to cell wall development, thereby advancing the current understanding regarding colonization and adaptation processes in response to challenging environments. We have also provided comprehensive evidence that suggests a role for PAC-3 as a global regulator in plant pathogenic fungi, thus presenting results that have the potential to be applied to various types of microbes, with diverse survival mechanisms.

## Introduction

Soil nutrient cycling is primarily performed by microorganisms and serves to support plant development through the uptake of soil minerals and by facilitating the decomposition of organic matter. Phosphorus (P) acquisition and soil pH are two of the most influential factors affecting plant growth and productivity and are regulated primarily by the indigenous microbial community. Moreover, studies have suggested that changes in the composition of the soil fungal community are strongly correlated with changes in soil pH, which subsequently controls the availability of carbon (C), nitrogen (N) and phosphorus (P) (Hinsinger, 2001; Kemmitt et al., 2006; Rousk et al., 2009; Zhang et al., 2016).

In the soil, P exists as inorganic orthophosphate (Pi), either as H_2_PO_4_^–^ or HPO_4_^2–^, depending on the soil pH, or less commonly, as organic Pi (phytates). Uptake of P occurs via two distinct routes. The first is direct and occurs through plant roots. The second route is indirect and occurs via mycorrhizal symbiosis. Briefly, the host plant obtains P primarily from soil fungal partners supported by chemotropism, which is the ability of fungi to sense and grow toward a chemical gradient. The association with specialized soil fungi, and subsequent formation of mycorrhizal roots, serves to improve and increase the P content in plants. However, the beneficial effect afforded by the development of mycorrhizal symbiosis varies according to the fungal species involved (Hinsinger, 2001; Plassard et al., 2011; Johri et al., 2015; Turrà and Di Pietro, 2015).

Despite the importance of fungus-plant interactions, our current knowledge regarding the molecular regulation of these systems is rudimentary. However, recent advances have been made in the genomics of fungal model systems, which have contributed to our understanding of the cellular machinery responsible for regulating the chemoattraction of filamentous hyphae by plant roots, thereby enabling plants to forage for essential nutrients (Turrà and Di Pietro, 2015).

An example of a model for the study of plant-fungi interactions is the filamentous fungus *Neurospora crassa*, which has contributed significantly to the development of modern genomic studies. *N. crassa* grows on decaying plant material, and is capable of exhibiting endophytic or phytopathogenic behavior depending on the specific environmental circumstances (Kuo et al., 2014). Further, this fungal species has been shown to express defense- and pathogenicity-related genes including oxidoreductases and necrosis-inducing proteins (Leal et al., 2009; Kuo et al., 2014). It has also exhibited the ability to synthesize and secrete cellulases and hemicellulases, which function in the degradation of lignocellulosic material (Kuo et al., 2014; Kourist et al., 2015; Antonieto et al., 2017). Thus, *N. crassa* serves as a model organism for the investigation of a wide range of plant-fungal relationships.

The availability of P and the modulation of soil pH are important limiting factors in plant health and development, and thus, the ability to rapidly adapt to the environment via modulation of specific genes, is critical for efficient utilization of the available nutrients and overall survival. The transcription factor PAC-3, a new designation for *N. crassa* PacC (Virgilio et al., 2016), has a well-defined role in the pH-signaling pathway, and has also been shown to be required for virulence in specific plant pathogens, namely, *Penicillium digitatum* (Zhang et al., 2013), *Fusarium oxysporum* (Caracuel et al., 2003b), *Sclerotinia sclerotiorum* (Rollins, 2003), *Colletotrichum gloeosporioides* (Miyara et al., 2008), and *Colletotrichum acutatum* (You and Chung, 2007), thus suggesting a critical role for this protein in host-pathogen interactions.

Herein we present an overview of the effect induced following deletion of *pac-3* in *N. crassa* when cultivated in media containing low and high concentrations of Pi. Results from the Gene Ontology (GO) enrichment analysis indicated that the most highly modulated gene groups were integral to the membrane, or with associated with oxidation-reduction processes, hydrolase activity, and transmembrane transport.

Our results suggest potential regulatory mechanisms employed by *pac-3* in a ubiquitous filamentous fungus, thereby providing a comprehensive overview of genetic modulation in a model organism that is proficient in deconstruction of plant cell walls (Antonieto et al., 2017). These results, therefore, contribute to the understanding of possible mechanisms associated with plant-pathogen interactions.

## Materials and Methods

### *Neurospora crassa* Strains and Culturing Conditions

The *N. crassa* Δ*pac-3* knockout strain (*pac-3*^KO^) was generated by replacing the *pacC* open reading frame (ORF; NCU00090) with the bar gene from a *mus-52*^KO^ background strain. Gene knockout in the mutant strain was confirmed via polymerase chain reaction (PCR) using specific oligonucleotides (Cupertino et al., 2012). All strains were maintained on solid Vogel’s Minimal (VM) medium supplemented with 2% sucrose at 30°C and pH 5.8 (Vogel, 1956).

Following 5 days (Δ*mus-52*) or 10 days (Δ*pac-3*) of culturing consisting of 3 days at 30°C in the dark and 2 (Δ*mus-52*) or 7 (Δ*pac-3*) days at room temperature in ambient light, conidia (approximately 10^7^ cells/mL^–1^) were germinated in an orbital shaker for 5 h at 30°C (200 rpm) in low- and high-Pi media (final concentrations, 10 μM or 10 mM Pi, respectively). Media was supplemented with 44 mM sucrose as the carbon source, and 50 mM of sodium citrate was used to adjust the pH to 5.4, as previously described (Nyc et al., 1966; Nahas et al., 1982; Gras et al., 2007). The mycelium was then harvested, frozen in liquid nitrogen, and stored at −80°C until RNA isolation was performed. All experiments were performed in three biological replicates.

### RNA Extraction

Total RNA was isolated using TRIzol^TM^ Reagent (Invitrogen, United States) according to manufacturer’s instructions and treated with DNAse I, RNAse-free (Thermo Fisher, United States). The RNA concentration was quantified using a NanoDrop ND-1000 spectrophotometer (Thermo Fisher). RNA integrity was determined via agarose electrophoresis and by employing the Agilent Bioanalyzer platform 2100 (Agilent, United States).

### RNA-Seq Data Analysis

Four cDNA libraries were sequenced (Δ*mus-52* and Δ*pac-3* strains, cultivated in media with high- or low-Pi concentration), with their respective biological triplicates to generate 100 bp paired-end reads using an Illumina HiSeq 2000 sequencer (Illumina, United States). To assess the library quality prior to and after trimming, we used the FastQC software. To remove the sequencing bases from the end of the reads, we applied a minimum Phred score of 20. The genome of *N. crassa*^1^ and the Bowtie2 software (Langmead and Salzberg, 2012) were then employed to map the filtered reads. The coverage and alignments of the transcripts were visually inspected using Integrative Genomics Viewer software (IGV) (Robinson et al., 2011; Thorvaldsdottir et al., 2012). After performing library alignment and quality filtering steps, read count values were obtained. Once the read count table was generated, differential expression and statistical analysis were performed using the DESeq2 Bioconductor package (Love et al., 2014).

We adjusted the *p*-value threshold set to 0.05 with a log_2_ fold change ±1.5 using the Benjamini-Hochberg procedure (Benjamini and Hochberg, 1995) to denote statistical significance in changes for a given gene’s expression levels. Functional annotation was performed according to GO (Blake and Harris, 2008), using the Bast2GO software (Gotz et al., 2008). The BayGO algorithm was then applied to perform GO term enrichment (Vencio et al., 2006).

### Validation of RNA-Seq by RT-qPCR

One microgram of total RNA, extracted from the fungal mycelia, was reverse transcribed into complementary DNA (cDNA) using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems, United States) according to manufacturer’s instructions. The expression pattern for the selected genes was quantified via real-time quantitative reverse transcription polymerase chain reaction (qRT-PCR) using Power SYBR Green PCR Master Mix (Applied Biosystems) with the StepOnePlus Real-Time PCR System (Applied Biosystems) for 40 cycles. The initial denaturation step was performed at 50°C for 2 min and at 95°C for 10 min, followed by 40 cycles at 95°C for 15 s and 60°C for 1 min. Specific primer sequences used as well as the concentration in each reaction, and reaction efficiencies are presented in Supplementary Table S1. Two reference genes, namely, actin (NCU04173), and β-tubulin (NCU04054) were used as controls. Each gene had its relative expression level quantified using the Livak (2^–ΔΔCt^) method (Livak and Schmittgen, 2001). We performed statistical analysis using Student *t*-tests with GraphPad Prism v. 5.1 software.

### The Analysis of Putative PAC-3 Binding Sites *in silic*o

The complete genome sequence of *N. crassa* OR74A was used to obtain the 5′upstream regions (1 kb) for each gene. The occurrence of the PAC-3 motif, 5′-GCCARG-3′, was determined using an *ad hoc* perl script.

## Results

### The Transcriptional Response of the *N. crassa* Δ*pac*-3-Mutant

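The Δpac-3 strain and its control strain Δmus-52 were each cultured in low-Pi (10 µM) and high-Pi (10 mM) media with 3 biological replicates, which gave 4 groups and 12 RNA-seq libraries. Conidia were germinated for 5 h at 30 °C and pH 5.4 with 44 mM sucrose and 50 mM citrate. They were taken from cultures of 5 days for Δmus-52 and of 10 days for Δpac-3, so the age of the conidial culture changed together with the strain, and the effect of that age cannot be separated from the effect of the deletion in any comparison of the strains. The authors deposited a raw count for each gene in each library. Total counts ranged from 20851337 to 45358621 in Δmus-52 low-Pi (median 29987696), from 28561952 to 66931215 in Δmus-52 high-Pi (median 42243647), from 20240314 to 82211503 in Δpac-3 low-Pi (median 26269512) and from 28463224 to 33141595 in Δpac-3 high-Pi (median 29254168). These totals were 1.92 to 1.94 times the mapped reads that the paper lists in Supplementary Table S2, and the paper's text names neither the tool that counted the reads nor whether strand was used. CPM were computed from the counts with edgeR's TMM factors over the 12 libraries and are given as mean ± SD of n = 3 libraries. Log2 fold changes were taken from edgeR's quasi-likelihood fit of the 6 libraries of a Pi condition, and the standard error of each was its size divided by the square root of the F statistic.
The deleted genes were examined in every library before the comparisons were made. In the libraries labelled Δpac-3, pac-3 (NCU00090) had 149 ± 12.8 CPM in low-Pi and 156 ± 26.4 CPM in high-Pi, against 515 ± 7.59 and 397 ± 48.4 CPM in the libraries labelled Δmus-52, so that 28.9% and 39.2% of its level remained. The gene mus-52 (NCU00077) had 970, 567 and 487 counts in the low-Pi libraries I, II and III labelled Δmus-52 and 1344, 513 and 831 counts in their high-Pi libraries, a mean of 22.5 and 21.1 CPM. In the libraries labelled Δpac-3 it had 9, 2 and 0 counts in low-Pi and 4, 1 and 36 counts in high-Pi. The mus-52 counts thus go against the label of the control libraries, while pac-3 was lower in every library labelled Δpac-3 than in every library labelled Δmus-52. For this reason the strains are named by the labels of their libraries, and each direction of change is that of the libraries labelled Δpac-3 relative to those labelled Δmus-52. The strains thus differ in mus-52 counts as well as in pac-3. An effect of that difference cannot be separated from the effect of the pac-3 deletion in any comparison of the strains. Replicates of a group had correlations of log2 CPM between 0.968 and 0.994 across genes, the lowest of them between libraries I and III of Δpac-3 high-Pi.

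**Figure D1:**
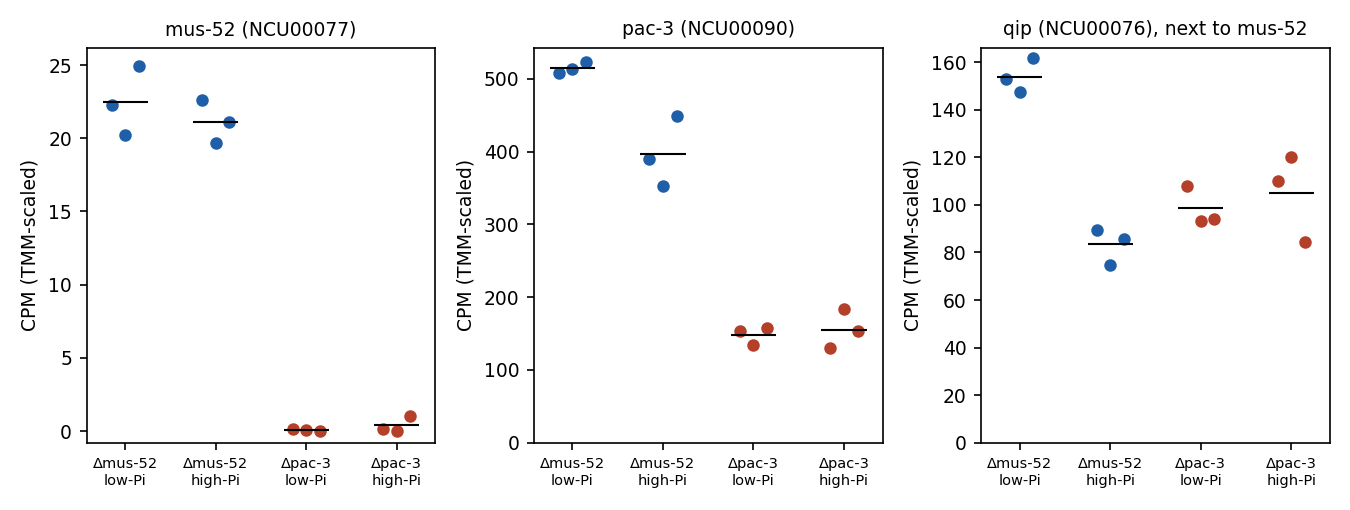
CPM (vertical axis, TMM-scaled) of mus-52, pac-3 and the gene adjacent to mus-52, qip (NCU00076), in each of the 12 libraries, grouped by strain label and Pi condition. Each point is a library and each line the mean of 3 libraries. The mus-52 level is at or above 19.7 CPM in the 6 libraries labelled Δmus-52.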

Results from Bowtie2 analysis revealed that approximately 84–86% of the total high-quality reads were found to align with the reference genome of *N. crassa* (Langmead and Salzberg, 2012; Supplementary Table S2). Furthermore, we identified 145 DEGs that were modulated regardless of the Pi concentration, however, were responsive to deletion of *pac-3*; while 171 DEGs were found to be modulated concomitantly with the deletion of *pac-3* and with low-Pi availability. 

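With the thresholds of Figure 1, applied to Benjamini-Hochberg adjusted p-values from edgeR's quasi-likelihood test, 794 of the 8269 genes tested were modulated in low-Pi in the libraries labelled Δpac-3 relative to those labelled Δmus-52, 437 up-regulated and 357 down-regulated. In high-Pi, 757 of 8284 genes were modulated, 600 up-regulated and 157 down-regulated. A total of 454 genes were modulated in both Pi conditions, and 340 (112 up-regulated, 228 down-regulated) passed in low-Pi alone. The 3 libraries of a strain all lay above or below the 3 of the other for 59.7% of all genes tested in low-Pi and 51.5% in high-Pi, where chance gives 10%. They did so for 789 of the 794 and 731 of the 757 DEGs, which is expected of genes chosen on the same libraries. The common biological coefficient of variation was 0.208 in high-Pi and 0.121 in low-Pi. The larger spread is that of the Δpac-3 high-Pi libraries, with correlations of log2 CPM between 0.968 and 0.981, against 0.991 to 0.993 between those of Δmus-52 high-Pi. The numbers of DEGs rose most with an absolute log2 fold change of at least 1 (1397 in low-Pi, 1328 in high-Pi) and fell most when only the 60% of genes with the largest count sums were tested, a setting chosen after seeing the data (321 in low-Pi, 146 shared), or when edgeR tested against the fold change threshold itself (217 in high-Pi). Of 56 genes that the paper names in its text or Table 1, 47 were modulated in low-Pi and 47 in high-Pi, and the numbers were again 47 and 47 when p was adjusted over the list alone, which is not independent evidence because the study chose the genes on these samples.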

An additional 111 DEGs were found to be responsive to *pac-3* deletion and high-Pi concentration (Figure 1). 

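In the high-Pi libraries labelled Δpac-3, 303 genes passed the thresholds that did not pass in low-Pi, 268 of them up-regulated and 35 down-regulated. A pass in a single Pi condition is not a test of the difference between the conditions, so the interaction of strain and Pi was tested with edgeR's quasi-likelihood test over the 12 libraries. Of the 340 genes that passed in low-Pi alone, 154 had an interaction at an adjusted p below 0.05, and 118 were modulated in the same direction in high-Pi at an adjusted p below 0.05 without reaching the fold change threshold. Of the 303 genes that passed in high-Pi alone, 95 had such an interaction and 154 changed in the same direction in low-Pi at that adjusted p. Among the 454 genes modulated in both Pi conditions, 32 had an interaction. With the library Δpac-3 high-Pi I left out, the number of genes with an interaction rose from 886 to 1585, and without Δmus-52 high-Pi II it was 392.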

For each condition analyzed, a list of all DEGs was generated and is presented in Supplementary Table S3.

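Supplementary Table S3 lists 316 genes in low-Pi and 256 in high-Pi, and all of their values equal the log2 fold changes in the authors' deposited comparison tables within 0.011. Each deposited table holds the 60% of genes with the largest count sums over the 6 libraries. The smallest sum inside the low-Pi table is 2788 and the largest outside it 2784, and in high-Pi these sums are 2685 and 2680. Of the paper's 316 genes, 312 were also called from the counts, all of them in the same direction, and of its 256 genes 248. Across the genes of the deposited tables, the log2 fold changes computed from the counts had a median difference from the authors' of 0.0084 in low-Pi and 0.0072 in high-Pi. A further 477 genes modulated in low-Pi (312 up-regulated, 165 down-regulated in the libraries labelled Δpac-3) and 509 in high-Pi (429 up-regulated, 80 down-regulated) are absent from the deposited tables.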

**FIGURE 1:**
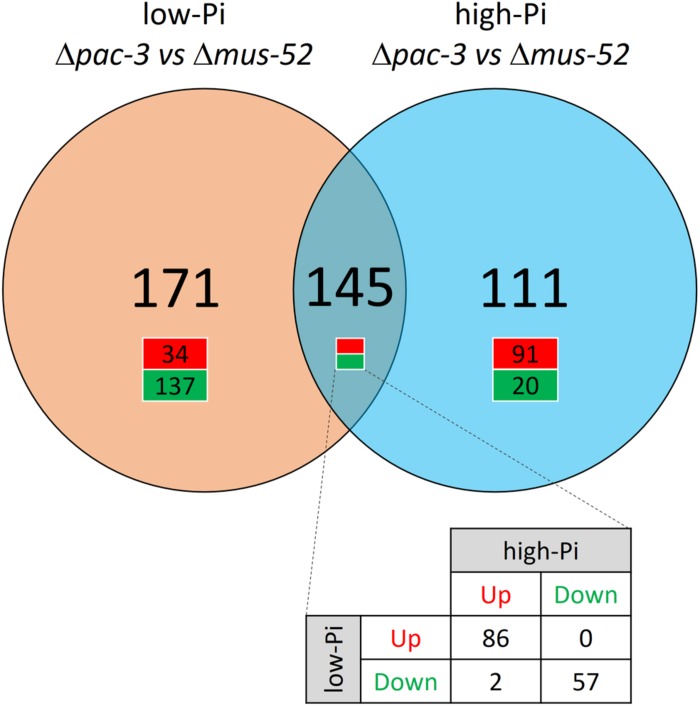
Venn diagram indicating the number of DEGs identified in the mutant Δ*pac-3* strain (test) compared to the control (Δ*mus-52* strain) in media containing low-Pi (orange) and high-Pi (blue). The green color indicates down-regulated genes and the red color indicates up-regulated genes. Thresholds for the classification of DEGs were (*P* < 0.05), up-regulated: log_2_ (Fold Change) ≥1.5 or down-regulated: log_2_ (Fold Change) ≤−1.5.

An analysis of the relevant biological processes associated with the DEGs was conducted to increase the understanding of the functional categories affected by the deletion of *pac-3.* The most representative gene group in both Pi conditions was identified as being integral to membranes, followed by those that are related to oxidation-reduction processes. Genes related to hydrolase activity, transmembrane transport, cytoplasm, and nucleus were also significantly represented in both analyzed Pi conditions (Figure 2). 

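At an absolute log2 fold change of at least 5, 35 genes were modulated in low-Pi (19 up-regulated and 16 down-regulated in the libraries labelled Δpac-3 relative to those labelled Δmus-52) and 42 in high-Pi (31 up-regulated and 11 down-regulated). Of these, 14 and 16 are in Supplementary Table S3, and 20 and 26 are absent from the authors' deposited tables. The oligopeptide transporter NCU09773 had the largest fitted rise in both conditions. It had 0 counts over the low-Pi libraries labelled Δmus-52 and 4691 over those labelled Δpac-3, at least 1061-fold higher against a floor of 3 counts over the group, and 3 against 5355 counts in high-Pi, a ratio of 2267 with a 95% counting interval from 775.9 to 11000. Library Δpac-3 high-Pi I holds 3975 of the 5355 counts and Δmus-52 high-Pi I all 3 counts of its group. The high-Pi log2 fold change of 11.03 was 9.55 without the former and 13.86 without the latter, a fitted value against 0 counts. NCU09775 and NCU09167, neither counted in the low-Pi libraries labelled Δmus-52, were at least 56.8-fold and at least 32.4-fold higher in low-Pi, and NCU16473, not counted in the high-Pi libraries labelled Δmus-52, was at least 36.8-fold higher in high-Pi. These 3 genes were chosen by fitted values that depend on the prior count, so that no rank is given for them. NCU09775 begins a run of neighbouring genes that rose together, 4 genes to NCU09772 in low-Pi and 5 to NCU09771 in high-Pi. By its ID NCU09773 lies in this run, so the rises of NCU09773 and NCU09775 are not taken as independent. Whether the stretch is absent from the strain behind the libraries labelled Δmus-52 stays open. CipC (NCU04197) had a log2 fold change of 8.50 (standard error 0.48, adjusted p = 8.71e-05, edgeR) in high-Pi and of 6.78 in low-Pi. The largest fitted fall in low-Pi was that of pho-4 (NCU09564, log2 fold change -9.83), followed by NCU01064 (-8.76) and mus-52 (-8.06). With a library left out, mus-52 reached -9.02, while NCU01064 stayed between -8.98 and -8.59, so the order of NCU01064 and mus-52 could change. In high-Pi, where the order of the falls changed with a library left out, pho-4 had a log2 fold change of -7.05 and mus-52 of -5.69, or -8.01 without Δpac-3 high-Pi III. NCU02880 had a log2 fold change of -6.63, and NCU05080, with 51 counts over the libraries labelled Δmus-52 and 0 over those labelled Δpac-3, was at least 13.4-fold lower. Intervals and floors cover counting error only and take each count as independent. With 1.92 to 1.94 counts per mapped read, the intervals may be too narrow and the bounds against a floor too high. NCU01064 and pho-4 overlap another annotated gene, and their counts could include its reads. NCU06912, labelled in Supplementary Figure S1, had a log2 fold change of 6.32 in high-Pi (adjusted p = 0.0168, edgeR). Without the library Δpac-3 high-Pi I it was 3.27, and without 1 of the Δmus-52 high-Pi libraries the adjusted p rose to between 0.0589 and 0.0684 (edgeR).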

Further, the most significantly affected DEGs in both nutritional conditions were plotted in a volcano plot, highlighting those genes with log_2_ fold change ≥ or ≤5.0 (Supplementary Figure S1).

**FIGURE 2:**
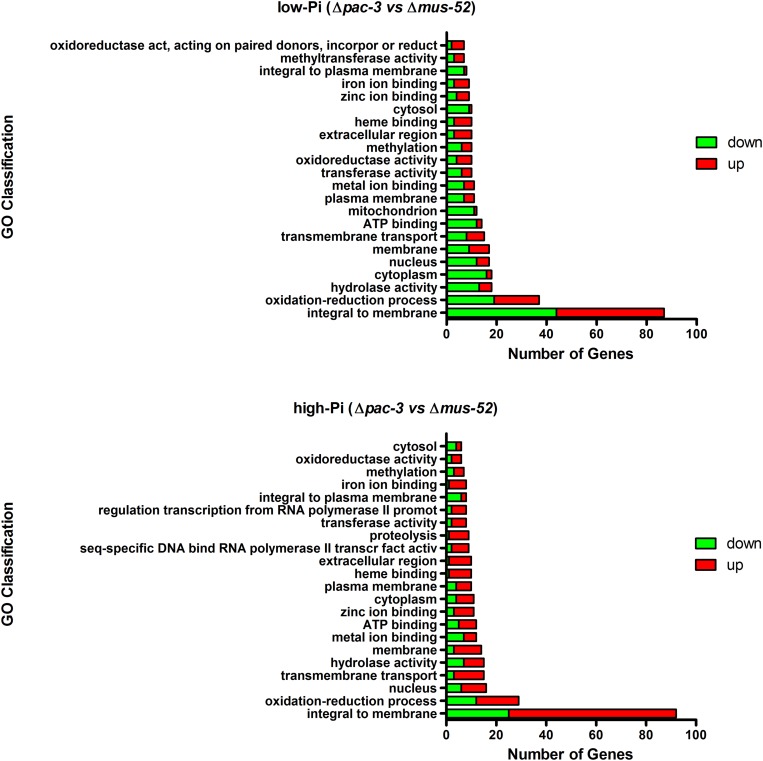
Gene Ontology-based functional categorization of the most representative differentially expressed genes (*P* < 0.05). The red and green bars indicate the number of up- and down-regulated genes, respectively.

### Modulation of Genes Identified as Integral to Membrane and Transmembrane Transport

A large high number of genes were identified as being modulated in response to both high- and low-Pi concentrations, thereby revealing a transcriptional response that was exclusive to the deletion of *pac-3*. Among these genes, the most highly up-regulated was the amino-acid permease INDA1 (NCU07129), which was modulated by approximately 200-fold (log_2_ = 7.82 in high- and 7.16 in low-Pi). Moreover, a high-affinity potassium transporter-1 (NCU00790), three hypothetical proteins (NCU06328, NCU08490, and NCU03240) and a sugar transporter (NCU07607) were also up-regulated in both Pi conditions.

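The direction of change in the libraries labelled Δpac-3 relative to those labelled Δmus-52 was the same in both Pi conditions for 447 of the 454 shared genes, 325 up-regulated and 122 down-regulated, and the other 7 were down-regulated in low-Pi and up-regulated in high-Pi. Across the 8203 genes tested in both conditions, which are not independent replicates, the log2 fold changes in low- and high-Pi had a Pearson correlation of 0.756 and a Spearman correlation of 0.633, and across the shared genes the Pearson correlation was 0.935. Leaving out a library left between 399 (without Δmus-52 high-Pi I) and 475 (without Δpac-3 high-Pi I) shared genes. The number of opposite direction was 0 without Δmus-52 high-Pi II, 1 without Δmus-52 high-Pi I, 1 without Δpac-3 high-Pi II and 17 without Δpac-3 high-Pi I, and it was 0 at an adjusted p below 0.01 and with edgeR's test against the fold change threshold. From the genes modulated in both conditions, the paper concludes that there is a response that belongs to the deletion of pac-3 alone.

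**Figure D2:**
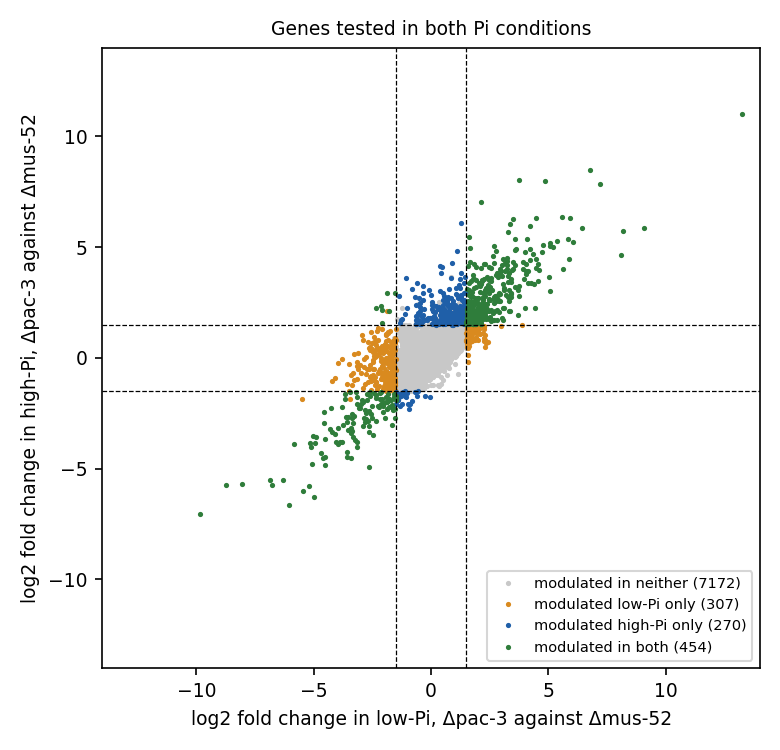
Log2 fold change in low-Pi (horizontal axis) against log2 fold change in high-Pi (vertical axis), libraries labelled Δpac-3 relative to those labelled Δmus-52, for the 8203 genes tested in both conditions. Each point is a gene, dashed lines mark the fold change threshold of 1.5 in either direction, and colours mark the 7172 genes modulated in neither condition, the 307 in low-Pi only, the 270 in high-Pi only and the 454 in both.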

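INDA1 (NCU07129) was counted at 412 ± 28.3 CPM in the low-Pi libraries labelled Δpac-3 and 2.89 ± 0.582 CPM in those labelled Δmus-52, a log2 fold change of 7.19 (standard error 0.16, adjusted p = 1.92e-09 from edgeR's quasi-likelihood test). In high-Pi it had 330.2 ± 141 and 1.45 ± 0.569 CPM, a log2 fold change of 7.83 (standard error 0.51, adjusted p = 0.000152, edgeR). With each library left out in turn, its log2 fold change stayed between 7.00 and 7.33 in low-Pi and between 7.57 and 8.19 in high-Pi, and total counts as the only scaling gave 7.36 and 8.09. Its interaction with Pi had a log2 fold change of 0.67 and an adjusted p of 0.398 (edgeR).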

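The high-affinity potassium transporter-1 gene hak-1 (NCU00790) rose from 5.95 ± 0.533 CPM in the libraries labelled Δmus-52 to 219.7 ± 15 CPM in those labelled Δpac-3 in low-Pi (log2 fold change 5.21, adjusted p = 1.92e-09, edgeR) and from 5.5 ± 0.346 to 176 ± 34.6 CPM in high-Pi (log2 fold change 4.98, adjusted p = 2.87e-05, edgeR). Of the hypothetical proteins, NCU06328 had log2 fold changes of 4.21 in low-Pi and 4.43 in high-Pi, and NCU08490 of 1.63 and 1.97. For NCU03240 the rise differed between the conditions, with log2 fold changes of 2.68 and 5.04 and an interaction of 2.38 (adjusted p = 0.00457, edgeR), and so did that of the sugar transporter NCU07607, with 3.04 and 4.21 (interaction 1.19, adjusted p = 0.0413, edgeR), although the interaction of NCU07607 lost its threshold in 8 of the 12 cases with a library left out (adjusted p up to 0.103, edgeR). In the libraries labelled Δpac-3, NCU03240 had 627 ± 29.6 CPM in low-Pi and 635 ± 62.9 CPM in high-Pi, while in those labelled Δmus-52 it had 98.6 ± 31.4 and 19.2 ± 8.08 CPM.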

Further, we assessed the repressive effects caused by deletion of *pac-3* in both Pi conditions. Most notably, different ATPase coding-genes, including the plasma membrane proton pump H^+^-ATPase (E1-E2 ATPase-1; NCU05046), a P-type ATPase (NCU08147), and a calcium-transporting ATPase 3 (NCU07966), all of which have central roles in fungal physiology, were found to be down-regulated. Furthermore, *pac-3* deletion was seen to induce the repression of transporters for zinc/iron (NCU02879 and NCU06132), phosphorus (NCU08325 and NCU09564), and ammonium (NCU01065).

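The E1-E2 ATPase-1 gene ena-1 (NCU05046) had 1523 ± 187 CPM in the low-Pi libraries labelled Δmus-52 and 14 ± 1.58 CPM in those labelled Δpac-3, a log2 fold change of -6.76 (standard error 0.16, adjusted p = 1.92e-09, edgeR). In high-Pi the means were 1250 ± 152 and 23.7 ± 14.8 CPM and the log2 fold change was -5.73 (standard error 0.47, adjusted p = 0.000327, edgeR). The P-type ATPase gene ph7 (NCU08147) had log2 fold changes of -4.60 and -4.50 in low- and high-Pi. It overlaps another annotated gene, whose reads its count could include. For the calcium-transporting ATPase 3 gene (NCU07966) the values were -3.98 and -3.89. None of these 3 genes had an interaction with Pi at an adjusted p below 0.05 (smallest 0.144, for ena-1, edgeR).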

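The zinc/iron transporter NCU02879 fell from 30.3 ± 8.49 CPM in the libraries labelled Δmus-52 to 1.24 ± 0.36 CPM in those labelled Δpac-3 in low-Pi (log2 fold change -4.68, adjusted p = 4.38e-07, edgeR) and had a log2 fold change of -4.31 in high-Pi. For the siderophore iron transporter NCU06132 the log2 fold changes were -2.98 and -2.09 in low- and high-Pi. Among the phosphorus transporters, pho-5 (NCU08325) had -4.95 and -3.86, and pho-4 (NCU09564) had -9.83 (standard error 0.23, adjusted p = 1.92e-09, edgeR) and -7.05 (standard error 0.44, adjusted p = 0.000144, edgeR), with 0.319 ± 0.112 and 1.43 ± 0.817 CPM left in the libraries labelled Δpac-3. The fall of pho-4 was smaller in high-Pi by 2.78 on the log2 scale (adjusted p of the interaction = 0.00844, edgeR), and by 2.22 to 3.06 with a library left out. This difference rests on the low levels in the libraries labelled Δpac-3. In those labelled Δmus-52 the log2 fold change of pho-4 with Pi was -0.54 (adjusted p = 0.0593, edgeR). Reads carried over from control libraries could raise such low levels, which was not examined for pho-4. The ammonium transporter MEP2 (NCU01065) had log2 fold changes of -2.64 and -3.10 in low- and high-Pi and, like pho-4, overlaps another annotated gene.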

### Influence of *pac*-3 in the Oxidation-Reduction Process

We determined that the catalase-3 (NCU00355) gene, along with other essential genes, including l-amino acid oxidase (NCU01066), a flavoprotein oxidoreductase (NCU06061), and an ornithine-N5-oxygenase (NCU07117), were repressed in both Pi conditions.

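Catalase-3 (cat-3, NCU00355) had 132 ± 16.1 CPM in the low-Pi libraries labelled Δmus-52 and 23.3 ± 1.5 CPM in those labelled Δpac-3 (log2 fold change -2.50, standard error 0.11, adjusted p = 1.27e-07, edgeR), and 187 ± 43.5 and 28.6 ± 1.99 CPM in high-Pi (log2 fold change -2.72, standard error 0.18, adjusted p = 0.000178, edgeR). The log2 fold changes in low- and high-Pi were -3.57 and -4.48 for the l-amino acid oxidase gene lao (NCU01066), -2.82 and -2.34 for the oxidoreductase NCU06061, and -3.02 and -2.28 for the ornithine-N5-oxygenase NCU07117. The interaction of strain and Pi had adjusted p-values between 0.0601 (lao) and 0.575 (cat-3) for the 4 genes in edgeR. That of lao was 0.0249 with DESeq2, 0.0428 with a block by replicate number and between 0.0395 and 0.153 with a library left out (edgeR).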

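The dyp-type peroxidase NCU09210 had the largest rise of the 8 genes NCU00260, NCU04865, NCU07723, NCU05780, NCU05185, NCU09185, NCU06327 and NCU09210, with log2 fold changes of 4.00 in low-Pi (standard error 0.21, adjusted p = 3.83e-07, edgeR) and 4.76 in high-Pi (standard error 0.72, adjusted p = 0.00301, edgeR) in the libraries labelled Δpac-3 relative to those labelled Δmus-52. Its high-Pi libraries labelled Δpac-3 varied, with 130.1 ± 129 CPM, and without library I of that group the log2 fold change was 3.54. The other 7 genes rose by log2 fold changes of at least 1.76 (NCU09185) in low-Pi and between 2.14 (NCU00260) and 3.83 (NCU05780) in high-Pi, and all of them passed both thresholds. For NCU05185 the call in high-Pi (2.59, adjusted p = 0.0208, edgeR) rested on single libraries. Without 1 of the Δmus-52 high-Pi libraries the adjusted p was between 0.0594 and 0.0768 (edgeR), and without Δpac-3 high-Pi I the log2 fold change was 1.42. NCU07723 overlaps another annotated gene. None of the 8 genes had an interaction at an adjusted p below 0.05.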

Among the genes that were up-regulated in response to *pac-3* deletion were an oxidoreductase (NCU00260), a polyketide synthase-3 (NCU04865), a norsolorinic acid reductase (NCU07723), a glutathione S-transferase-1 (NCU05780), the P-450-related genes (NCU05185, NCU09185, and NCU06327) and a dyp-type peroxidase (NCU09210).

### Differentially Expressed Genes Associated With Hydrolase Activity

Our results revealed the down-regulation of a β-(1,3)-glucanosyltransferase gene (*gel1*; NCU07253), that codes for the GEL/GAS/PHR protein, in both low- and high-Pi conditions. 

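The glucanosyltransferase gene NCU07253, which the annotation names gel-4, had 599 ± 15.4 CPM in the low-Pi libraries labelled Δmus-52 and 51 ± 5.51 CPM in those labelled Δpac-3 (log2 fold change -3.55, standard error 0.11, adjusted p = 1.56e-08, edgeR). In high-Pi it had 638 ± 100.3 and 66.5 ± 8.07 CPM (log2 fold change -3.27, standard error 0.17, adjusted p = 6.98e-05, edgeR). With each library left out in turn, the values stayed between -3.63 and -3.49 in low-Pi and between -3.37 and -3.15 in high-Pi.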

The lipase (NCU03639) was also down-regulated in response to *pac-3* deletion. 

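The lipase NCU03639 fell from 31.5 ± 10.8 to 5.43 ± 2.02 CPM in low-Pi between the libraries labelled Δmus-52 and those labelled Δpac-3 (log2 fold change -2.48, standard error 0.29, adjusted p = 6.8e-05, edgeR) and from 62.6 ± 15.7 to 5.69 ± 1.97 CPM in high-Pi (log2 fold change -3.47, standard error 0.30, adjusted p = 0.000363, edgeR). The interaction with Pi had an adjusted p of 0.193 (edgeR).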

Alternatively, one metalloprotease (NCU07200) as well as members of the glycosyl hydrolase family (NCU07355, NCU08127, NCU04395, and NCU00130) were identified as up-regulated in both Pi conditions, along with.

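The metalloprotease NCU07200 had 40.8 ± 4.52 CPM in the libraries labelled Δmus-52 and 174 ± 43.7 CPM in those labelled Δpac-3 in low-Pi (log2 fold change 2.10, adjusted p = 4.7e-06, edgeR) and 32.2 ± 7.89 and 150.4 ± 7.52 CPM in high-Pi (log2 fold change 2.22, adjusted p = 0.0004, edgeR). The glycosyl hydrolase genes NCU07355, gh76-3 (NCU08127), neg-1 (NCU04395) and gh1-1 (NCU00130) rose by log2 fold changes between 1.58 (gh76-3) and 3.39 (NCU07355) in low-Pi and between 2.12 (gh76-3) and 3.50 (neg-1) in high-Pi, and each passed the thresholds in both conditions. By edgeR, gh76-3 had an interaction with Pi at an adjusted p below 0.05, with a difference of 0.55 on the log2 scale (adjusted p = 0.0446, edgeR) that lost its threshold in 9 of the 12 cases with a library left out, and the next smallest adjusted p was 0.0654 for neg-1. With DESeq2 the adjusted p was 0.0161 for gh76-3 and 0.0161 for neg-1, and with a library left out that of neg-1 lay between 0.00881 and 0.148 (edgeR).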

### Gene Modulation in Response to Pi Variation

NCU06351, which codes for a phytase-1 gene, was found to be down-regulated in conditions with high-Pi concentration. 

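Phytase-1 (pht-1, NCU06351) had 34.3 ± 1.95 CPM in the high-Pi libraries labelled Δmus-52 and 11.2 ± 0.244 CPM in those labelled Δpac-3, a log2 fold change of -1.62 (standard error 0.12, adjusted p = 0.000247, edgeR). In low-Pi it had 27.6 ± 1.36 and 11.1 ± 0.54 CPM, a log2 fold change of -1.31 (standard error 0.10, adjusted p = 4.29e-06, edgeR), which did not reach the fold change threshold. The difference between the Pi conditions, -0.29 on the log2 scale, had an adjusted p of 0.184 in edgeR's interaction test. With total counts as the only scaling, the value in high-Pi was -1.36 and did not reach the threshold.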

Alternatively, an alternate phytase gene, NCU03255, exhibited opposing modulation and was up-regulated. However, only phytase-1 possesses a binding motif for PAC-3 in its promoter region.

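The phytase gene NCU03255 had 17.4 ± 0.912 CPM in the high-Pi libraries labelled Δmus-52 and 81.4 ± 66.2 CPM in those labelled Δpac-3, a log2 fold change of 2.21 (standard error 0.52, adjusted p = 0.015, edgeR). Without the library Δpac-3 high-Pi I the log2 fold change was 1.31, and without 1 of the Δmus-52 high-Pi libraries the adjusted p was between 0.0507 and 0.0597 (edgeR), so that the call was lost in 4 of the 6 cases in which a library was left out. In low-Pi the gene rose as well, with a log2 fold change of 1.45 (standard error 0.12, adjusted p = 5.89e-06, edgeR), which passed the threshold with total counts (1.62), upper quartile scaling (1.51) or without Δmus-52 low-Pi II (1.55). The adjusted p of the interaction was 0.399 (edgeR). In the paper's Supplementary Table S4, phytase-1 has 1 PAC-3 motif.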

Among the several proteins modulated in response to low Pi concentration and *pac-3* deletion a large portion were identified as down-regulated while only a few were up-regulated. Specifically, we identified many genes encoding for proteins related to cell wall that were down-regulated, including a chitinase-1 protein (NCU02184), a GNAT family N-acetyltransferase (NCU04039), two non-anchored cell wall proteins, -3 and -6 (NCU07817 and NCU00586), and the glycosylhydrolase family 61-5 (NCU08760). 

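Of the genes modulated in low-Pi alone in the libraries labelled Δpac-3 relative to those labelled Δmus-52, 32.9% were up-regulated. The share of up-regulated genes among all 794 DEGs in low-Pi was 55.0%, and it was 63.75% with total counts as the only scaling and 58.6% with the upper quartile, but 48.17% with at least 10 counts in every library, 47.1% with edgeR's test against the fold change threshold and 42.37% with the 60% of genes with the largest count sums, a setting chosen after seeing the data. At an adjusted p below 0.05 without the fold change threshold, 2093 genes were higher and 2138 lower in low-Pi. The paper's Supplementary Table S3 lists 171 genes in low-Pi alone, 34 up-regulated and 137 down-regulated. In the fits made from the counts, 98 of these 171 had an interaction of strain and Pi at an adjusted p below 0.05 (edgeR), 90 changed in the same direction in high-Pi at an adjusted p below 0.05, and 18 passed both thresholds in high-Pi as well.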

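The glycosylhydrolase family 61-5 gene gh61-5 (NCU08760) had the largest fall of these cell wall genes, from 149 ± 22.1 CPM in the low-Pi libraries labelled Δmus-52 to 8.05 ± 1.16 CPM in those labelled Δpac-3 (log2 fold change -4.23, standard error 0.15, adjusted p = 4.18e-08, edgeR). In high-Pi its log2 fold change was -1.05 (adjusted p = 0.115, edgeR) and the interaction 3.18 (adjusted p = 0.00427, edgeR). The non-anchored cell wall protein genes ncw-3 (NCU07817) and ncw-6 (NCU00586) had log2 fold changes of -2.38 and -2.49 in low-Pi and -1.23 and -0.51 in high-Pi, with interaction adjusted p-values of 0.0369 and 0.00288 (edgeR), of which that of ncw-3 lost its threshold in 8 of the 12 cases with a library left out. Without Δpac-3 high-Pi II the high-Pi value of ncw-3 was -1.57 and passed the threshold. For chitinase-1 (chit-1, NCU02184) the log2 fold changes were -1.54 in low-Pi and -1.49 in high-Pi (adjusted p = 0.0267, edgeR) with an interaction adjusted p of 0.951. Its low-Pi call was lost with total counts (-1.38), with the upper quartile (-1.48), without Δmus-52 low-Pi I (-1.36) and without Δpac-3 low-Pi III (-1.42), and in high-Pi it passed without Δpac-3 high-Pi I (-2.10) and with a block by replicate number (-1.67). The N-acetyltransferase NCU04039 had -1.61 in low-Pi and -1.36 in high-Pi (interaction adjusted p = 0.572, edgeR). Its low-Pi call was lost with total counts (-1.44), and in high-Pi it passed without Δpac-3 high-Pi II (-1.61). Both chit-1 and NCU04039 overlap another annotated gene.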

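The hypothetical protein NCU01311 had 28.5 ± 2.61 CPM in the low-Pi libraries labelled Δmus-52 and 9.6 ± 0.412 CPM in those labelled Δpac-3, a log2 fold change of -1.57 (standard error 0.11, adjusted p = 2.24e-06, edgeR). With total counts as the only scaling it was -1.39 and did not reach the threshold. In high-Pi the log2 fold change was -0.84 (standard error 0.26, adjusted p = 0.0401, edgeR), and the interaction had an adjusted p of 0.111 (edgeR).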

Further, the hypothetical protein NCU01311 was determined to also be repressed, which gene is associated with pathogenesis, according to GO functional annotation. The asparagine synthetase 2 (NCU04303) was also found to be down-regulated in these experimental conditions. 

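Asparagine synthetase 2 (NCU04303) had 1616 ± 183 CPM in the low-Pi libraries labelled Δmus-52 and 489 ± 48.4 CPM in those labelled Δpac-3 (log2 fold change -1.72, standard error 0.12, adjusted p = 2.38e-06, edgeR). In high-Pi it had 1430 ± 82.1 and 522 ± 87.6 CPM (log2 fold change -1.46, standard error 0.15, adjusted p = 0.000786, edgeR), just under the fold change threshold, which it passed without Δmus-52 high-Pi II (-1.5019) or without Δpac-3 high-Pi III (-1.59). The interaction with Pi had an adjusted p of 0.393 (edgeR).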

The genes that were identified as up-regulated in response to low Pi concentration were determined to be also be associated with the deletion of *pac-*3.

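In the high-Pi libraries labelled Δpac-3 the ABC drug exporter AtrF (NCU08056) had 129.7 ± 66.2 CPM, against 23 ± 3.29 CPM in those labelled Δmus-52, a log2 fold change of 2.48 (standard error 0.34, adjusted p = 0.00212, edgeR). In low-Pi the gene rose by 0.70 on the log2 scale, and the interaction was 1.80 (adjusted p = 0.0208, edgeR). The multidrug resistance protein MDR (NCU07546) and the MFS monocarboxylate transporter (NCU05089) had log2 fold changes of 2.18 and 1.81 in high-Pi and 0.46 and 0.46 in low-Pi, with interaction adjusted p-values of 0.0366 and 0.0246 (edgeR). With a library left out, the interaction lost its threshold in 5 of 12 cases for AtrF, 9 for MDR and 7 for NCU05089. The major facilitator superfamily transporter NCU06847 had 1.94 in high-Pi and 0.95 in low-Pi (interaction adjusted p = 0.13, edgeR), and its high-Pi value was 1.36 without Δpac-3 high-Pi I. For the MFS multidrug transporter NCU06860 the value in high-Pi was 1.67 (adjusted p = 0.0186, edgeR) and in low-Pi 0.19, with an interaction adjusted p of 0.0537, which was 0.00978 with DESeq2, 0.0192 with a block by replicate number and between 0.00863 and 0.134 with a library left out (edgeR). Its call was lost without Δmus-52 high-Pi I (1.46), Δmus-52 high-Pi II (1.48), Δpac-3 high-Pi II (adjusted p = 0.0501, edgeR) or Δpac-3 high-Pi III (1.33). Among the 111 genes that the paper lists in high-Pi alone, 12 (10.8%) have a name that holds transport, permease, export, multidrug, facilitator, antiporter, symporter, MFS or ABC, against 8 of 171 (4.68%) in low-Pi alone and 12 of 145 (8.28%) in both conditions. The names of 63, 87 and 62 of these genes hold the word hypothetical and none of them matched, and among the others the shares were 12 of 48 (25%), 8 of 84 (9.52%) and 12 of 83 (14.5%). Of those 12 in high-Pi alone, 4 had an interaction at an adjusted p below 0.05 and 10 changed in the same direction in low-Pi at that adjusted p.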

In conditions containing high Pi concentrations, a large proportion of the DEGs were identified as genes that encode for transporter proteins, specifically the ABC drug exporter AtrF (NCU08056), the multidrug resistance protein MDR (NCU07546), a major facilitator superfamily transporter (NCU06847), the MFS monocarboxylate transporter (NCU05089), and the MFS multidrug transporter (NCU06860). 

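Of the 757 genes modulated in high-Pi in the libraries labelled Δpac-3 relative to those labelled Δmus-52, 79.3% were up-regulated, and of the 303 modulated in high-Pi alone 88.45%. Across the scalings tried, the share up-regulated among the high-Pi DEGs ranged from 79.3% to 86.5%, the highest with total counts as the only scaling. It was lowest, 71.43%, with edgeR's test against the fold change threshold. At an adjusted p below 0.05 without the fold change threshold, 1560 genes were higher and 1375 lower in the high-Pi libraries labelled Δpac-3.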

In high Pi conditions we observed significantly more induced genes than repressed, in response to *pac-3* deletion.

### Modulated Genes Contained the Consensus Binding Motif for PAC-3

To determine which DEGs were directly or indirectly affected by the deletion of *pac-3*, we examined which DEGs contained PAC-3 binding motifs within their 1 kb promoter region. Of the total 427 identified DEGs, 231 contained potential motifs for PAC-3 binding, 85 of which (36.8%) were found within the low Pi conditions and 62 (26.84%) in high Pi conditions. Furthermore, 84 (36.36%) DEGs with the PAC-3 putative consensus-binding site (5′-GCCARG-3′) had their expression modulated in both low and high Pi concentrations. Conversely, 196 DEGs were modulated in response to the absence of the PAC-3 even without the binding motif in their promoter region, which suggests that either indirect regulation by PAC-3 occurred or there was a PAC-3 binding motif located outside the promoter region that was analyzed (1 kb). Among these DEGs, 86 (43.88%) and 49 (25%) were determined to be modulated in low and high Pi environments, respectively; while 61 DEGs (31.12%) were identified in both culture conditions simultaneously.

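The paper's Supplementary Table S4 lists the 231 DEGs with a motif and the number of motifs in each, 379 in all, with a median of 1 and at most 5 per gene, and 136 genes with 1. Joined to the DEGs computed from the counts, 225 of these 231 genes were modulated in the libraries labelled Δpac-3 relative to those labelled Δmus-52 in at least 1 Pi condition, 77 of them in low-Pi alone and 54 in high-Pi alone. Relative to the size of the paper's groups, 49.7% of the genes that it lists in low-Pi alone and 55.9% of those in high-Pi alone carry a motif. The genome sequence was not used here and the motif was not searched for again, so the 680 DEGs outside Supplementary Table S3 have no motif count.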

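Of the genes with a motif in the paper's table, 94 were modulated in both Pi conditions in the fits made from the counts, in the libraries labelled Δpac-3 relative to those labelled Δmus-52. In the paper's own grouping, 57.9% of the 145 genes modulated in both conditions have a motif.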

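Of the paper's 196 DEGs without a motif, 192 were modulated in at least 1 Pi condition in the libraries labelled Δpac-3 relative to those labelled Δmus-52. In low-Pi the median absolute log2 fold change was 2.13 for the 169 genes of Supplementary Table S3 with a motif and 2.04 for the 147 without, and in high-Pi it was 2.36 for 146 genes and 2.16 for 110. From the DEGs without a motif, the paper proposes indirect regulation by PAC-3 or motifs outside the region analyzed.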

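Of the DEGs without a motif, 74 were modulated in low-Pi alone, 44 in high-Pi alone and 74 in both conditions in the fits made from the counts, with the libraries labelled Δpac-3 compared to those labelled Δmus-52. By direction, 122 of the 214 genes of Supplementary Table S3 that fell (57.0%) and 107 of the 211 that rose (50.7%) have a motif (odds ratio 1.29, p = 0.207, two-sided Fisher's exact test).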

### Validation of Gene Expression

Expression analysis by qRT-PCR for the 15 selected genes using independent RNA samples was employed to validate the RNA-seq data. 

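For the 15 genes, the log2 fold changes computed from the counts, libraries labelled Δpac-3 relative to those labelled Δmus-52, had the same sign as the paper's qPCR values in 30 of 30 pairs of gene and Pi condition. The sign of NCU03107 in high-Pi (-0.18, qPCR -0.51) changed with total counts (0.079) and without Δpac-3 high-Pi I (0.11). The largest gap was that of NCU07253 in low-Pi, with a log2 fold change of -3.55 here and -0.69 in the paper's qPCR. Of the reference genes of the qPCR, actin (act, NCU04173) had log2 fold changes of -0.0045 in low-Pi and -0.29 in high-Pi (adjusted p = 0.105, edgeR), and β-tubulin (Bml, NCU04054) of 0.067 and -0.0075. The sign for actin in low-Pi changed with total counts (0.17) and upper quartile scaling (0.061), and that for β-tubulin in high-Pi with total counts (0.25), upper quartile scaling (0.065), RLE size factors (0.0075) and DESeq2 (0.0075). Another of the 15 genes, fluffy (fl, NCU08726), had a high-Pi log2 fold change of 1.94 whose call was lost without Δmus-52 high-Pi I, Δmus-52 high-Pi II or Δpac-3 high-Pi III (1.20). For NCU03921 and NCU09629, which fell in low-Pi (log2 fold changes -2.11 and -1.80) and rose in high-Pi (2.15 and 2.12), the high-Pi calls were lost without Δmus-52 high-Pi I or II or Δpac-3 high-Pi II, and that of NCU03921 also without Δpac-3 high-Pi III (adjusted p between 0.065 and 0.130, edgeR).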

The results from both experiments were compared to the log_2_ ratio between the Δ*pac-3* mutant and control strains (Table 1 and Figure 3). 

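Across the 30 pairs of gene and Pi condition, the log2 fold changes computed from the counts and the paper's qPCR values had a Pearson correlation of 0.949 (p = 1.0e-05 and adjusted p = 1.40e-05, the smallest that 100000 two-sided permutations can give) and a Spearman correlation of 0.932 (p = 1.0e-05, adjusted p = 1.40e-05, permutation test). Genes are not independent replicates, and each gene enters the 30 pairs under both conditions. Of the 30 pairs, 27 have an RNA-seq value in Table 1, and across these the Pearson correlation was 0.953. Without the 2 of the 30 pairs farthest from the median of the RNA-seq values, the Pearson correlation was 0.940. It was 0.930 in low-Pi and 0.973 in high-Pi. The pairs form a group that rose and a group that fell. Across the 18 pairs that rose it was 0.882 (adjusted p = 1.40e-05, permutation test), and across the 12 that fell 0.604 (p = 0.038, adjusted p = 0.0383, permutation test), a division chosen after seeing the data. The adjustment covers 14 correlations.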

The correlation between RNA-seq and qRT-PCR results, obtained from biological replicates, was determined to be strong and statistically significant (Pearson’s correlation, *r* = 0.953, *P* < 0.001).

**TABLE 1:** Validation of differentially expressed genes by real-time PCR (qPCR).

**ID**	**Gene product name**	**GO classification**	**Low-Pi**		**High-Pi**	
			**RNA-seq**	**qPCR**	**RNA-seq**	**qPCR**
NCU00282	Hypothetical protein	Seq-specific DNA binding RNA polymerase II transcr fact activity	3.89	2.69	4.34	4.91
NCU01386	Hypothetical protein	Zinc ion binding	–	0.53	1.50	0.97
NCU02879	Zinc/iron transporter	Zinc ion transmembrane transporter activity	–4.61	–3.52	–4.32	–3.63
NCU03107	MFS transporter		–1.79	–2.06	–	–0.51
NCU03921	Mitochondrial chaperone bcs1	ATP binding	–2.12	–4.14	2.15	1.74
NCU04197	CipC protein	Molecular function	6.62	6.64	8.44	6.52
NCU04912	HET domain-containing protein		1.94	1.50	2.21	0.94
NCU05308	Zn(II)2Cys6 transcription factor	Seq-specific DNA binding RNA polymerase II transcr fact activity	1.94	0.34	1.79	1.93
NCU06132	Siderophore iron transporter	Integral to plasma membrane	–2.98	–2.64	–2.09	–2.72
NCU06328	Hypothetical protein	Integral to membrane	4.12	3.52	4.43	4.67
NCU07253	1.3-beta-glucanosyltransferase gel1	Integral to membrane	–3.56	–0.69	–3.26	–3.33
NCU08325	Phosphorus-5	Integral to plasma membrane	–5.04	–5.75	–3.86	–5.34
NCU08726	Fluffy	Zinc ion binding	–	2.61	1.94	1.55
NCU09210	Dyp-type peroxidase	Heme binding	3.96	5.61	4.78	2.84
NCU09629	Hypothetical protein		–1.81	–3.41	2.12	1.77

*(–) not modulated at the time point.*

**FIGURE 3:**
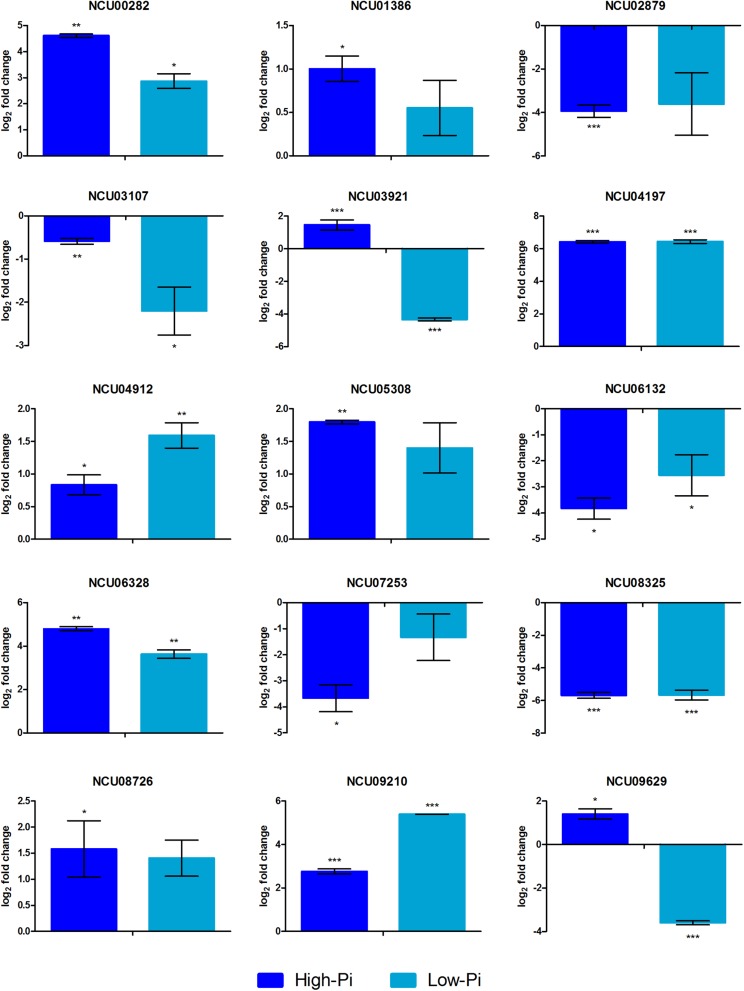
Gene expression levels represented as log_2_-fold change comparing the mutant strain Δ*pac-3* (test) to the control (Δ*mus-52* strain) in media containing low and high Pi concentrations. Asterisks indicate statistical significance determined by Student’s *t*-tests comparing treatment and control conditions at each time point (^∗^*P* < 0.05; ^∗∗^*P* < 0.01; ^∗∗∗^*P* < 0.001).

## Discussion

The transcription factor PAC-3 is critical component in the regulation of pH-responsive genes in fungi. As observed in various pathogenic fungi species, deletion of this transcription factor affects many cellular and molecular pathways thereby serving to interfere in the appropriate control of physiological processes essential for induction of pathogenesis (Rollins, 2003). *N. crassa* Δ*pac-3*-mutation negatively impacts on aerial hyphae growth, conidiation, and raises the production of dark pigment (Virgilio et al., 2016). These phenotypical disturbances suggest an important role for PAC-3/PacC in fungal infective success, as observed in a dermatophyte fungus (Ferreira-Nozawa et al., 2006). In *Aspergillus nidulans*, nutrient changes have been shown to modulate the transcription of the *pac-3* homolog gene, indicating the presence of interconnections between ambient pH, carbon availability, and Pi variance in a complex metabolic network (Trevisan et al., 2011; Rossi et al., 2013). Through the assessment of transcriptional changes arising from the deletion of *pac-3*, we evaluated the relevance of this transcription factor in the model fungal species *N. crassa*.

### The Import and Export of Essential Substrates Requires PAC-3

The repression of specific genes that encode proteins related to membrane transport in both high and low Pi conditions revealed a regulatory role for PAC-3 in transmembrane transport activity. Specifically, the E1-E2 ATPase-1 (ENA1), the P-type ATPase, and the calcium-transporting ATPase 3 are P-type ATPases that are involved in the active transport of cations across cellular membranes (Moller et al., 1996). As was observed in *F. oxysporum*, a functional link exists between pH signaling and the expression of the gene encoding a P-type Na^+^-ATPase. Moreover, at ambient alkaline pH, PacC serves to activate the P-Type Na^+^-ATPase *ena1* gene. This is achieved through binding of the activated form of PacC to its cognate binding sites in the promoter of *ena1*, which results in the control of ion homeostasis, a determinant for Na^+^ detoxification (Caracuel et al., 2003a).

We also determined that the ammonium transporter MEP2 was down-regulated in response to *pac-3* deletion. Since phytopathogenic fungi secrete ammonia to alkalinize the host tissue, reduced expression of MEP genes would function to directly impact fungal pathogenicity (Miyara et al., 2010).

Our results have also revealed that PAC-3 is involved in the effective transport of ions and in the homeostasis of fungal virulence. Specifically, we also observed down-regulation in the expression of a zinc/iron transporter, which is important in trafficking of metal ion substrates and in fungal homeostasis, and a siderophore-iron transporter, which functions in iron acquisition and is essential in both virulence and modulation of the plant immune system (Greenshields et al., 2007; Bailão et al., 2012; Albarouki et al., 2014). Further, expression of the H^+^-coupled *pho84/pho-5* gene, which encodes a high affinity inorganic phosphate transporter that transports manganese, zinc, cobalt, and copper ions (Jensen et al., 2003), was found to be down-regulated following the deletion of *pac-3.*

The transport-regulatory activity associated with PAC-3 seems to impact the fungal-pathogen relationship, and also symbiotic fungal associations. ATPases are thought to contribute to the uptake of Pi and other nutrients from the symbiotic interface via proton symport (Johri et al., 2015). Moreover, the acquisition of N from the soil is dependent on ammonium transporters; while the internal concentration of ions such as calcium, are responsible for the regulation of rhizobial symbiosis (Hazledine et al., 2009; Bonfante and Genre, 2010). PAC-3 serves to regulate all of these transmembrane flux processes. Furthermore, all of the genes analyzed in our study contained the PAC-3 binding motif in their promoter regions, save for the P-type ATPase (NCU08147) and the siderophore-iron transporter (NCU06132) (Supplementary Table S4).

The high-affinity transporters pho84/pho-5 and pho89/pho-4, which have been described as having Na + /Pi symporter activity (Versaw, 1995), were found to be strongly down-regulated in our study. These results suggest that PAC-3 regulates the phosphate traffic in the cell. Similarly, the *PiPT* gene, which is a *pho84* phosphate transporter homolog, from the root of the endophytic fungus *Piriformospora indica*, was reported to actively transport phosphate to the hosting plant. Further, *PiPT* knockdown mutants resulted in detrimental effects to both fungal and host, indicating that these transporters function to ameliorate the nutritional status of the host plant (Yadav et al., 2010).

Among the DEGs that were identified as being up-regulated in response to the deletion of *pac-3*, one of the strongest modulations was observed in the amino-acid permease INDA1, which has three PAC-3 binding sites within its promoter region (Supplementary Table S4). The transporter activity of INDA1, previously reported in *Trichoderma harzianum*, and expressed during development of *Rhizoctonia solani* cell walls, is thus an important factor in the mycoparasitic activity (Vasseur et al., 1995). Additionally, the expression of the high affinity potassium transporter-1, the hypothetical proteins NCU08490, with proposed Ca^2+^/Cation antiporter activity, NCU06328, identified as the integral membrane protein *pth11* (Pare et al., 2012), and NCU03240, identified as a member of the glycosyltransferase family group 2 (Wang et al., 2015), as well as a sugar transporter were all identified as being up-regulated following deletion of *pac-*3, suggesting that PAC-3 serves to coordinate the efficient acquisition of nutrients and efflux of toxic compounds.

### PAC-3 Is Involved in Secondary Metabolism, Detoxification, and Virulence

Sequencing of the *Neurospora* genome revealed several putative genes that encode proteins associated with secondary metabolite catabolism, including proteins from the polyketide synthase (PKS), non-ribosomal peptide-synthetase (NRPS) and terpenoid families (Galagan et al., 2003). Moreover, we identified DEGs whose putative products are strictly associated with fungal pathogenesis. We observed the up-regulation of the polyketide synthase-3, similar to the type I PKS from *Cochliobolus heterostrophus* (Bohnert et al., 2004), of a norsolorinic acid reductase, as well as the induction of an oxidoreductase gene, which are associated with the biosynthesis of aflatoxins, highly toxic and carcinogenic substances produced by specific fungi, including *Aspergillus flavus* and *Aspergillus parasiticus* (Yabe and Nakajima, 2004). These results suggest a role for PAC-3 in the regulation of secondary metabolism-related genes.

We also observed an up-regulation in the expression of glutathione S-transferase-1 (GST), which is associated with tolerance to oxidative stress and detoxification of a wide range of endogenous and environmental chemicals, thereby functioning to protect fungal species from plant-derived toxic metabolites. Thus, suggesting that there is an apparent regulatory effect exhibited by PAC-3 in fungal protection. GSTs are also essential for full aggressiveness of *Alternaria brassicicola* on the host plant, evidencing a role for PAC-3 in the regulation of fungal virulence (Calmes et al., 2015).

Genes that encode for the hypothetical protein NCU09185, which has potential pisatin demethylase cytochrome P450 activity, together with genes for benzoate 4-monooxygenase cytochrome P450, and a bifunctional P-450:NADPH-P450 reductase were found to be up-regulated in the absence of PAC-3. Moreover, the fungal cytochrome P450 systems are critical components in the primary and secondary metabolic pathways, and in the detoxification of xenobiotics in plant pathogenic fungi (Podobnik et al., 2008). Thus, the observed regulation via PAC-3 in *N. crassa* suggests a role for this transcription factor in plant-pathogen interactions.

A previous study has reported extracellular peroxidase activity in *Thanatephorus cucumeris*, capable of degrading lignin through the dyp-type peroxidase activity (Sugano, 2009). In our results, the up-regulation of a similar peroxidase that has been shown to be active in cellular oxidant detoxification, and to also be associated with enzymatic functions including hydrolase activity, demonstrates a potential role for PAC-3 in regulating the decomposition of extracellular compounds.

Deletion of *pac-*3 also resulted in the down-regulation of *cat3* gene, which encodes an enzyme essential for detoxification of reactive oxygen species (ROS) such as hydrogen peroxide (H_2_O_2_). Plants produce hydrogen peroxide as a mechanism of defense during pathogen interactions; thus, the observed repression in the expression of this catalase enzyme would affect the success of the pathogenic process (Tondo et al., 2010).

Furthermore, the down-regulation in the expression of L-amino acid oxidase, a flavoprotein that catalyzes the oxidative deamination of the L-amino acid α-amino group resulting in subsequent release of H_2_O_2_ and ammonia (Nuutinen and Timonen, 2008), suggests a perturbation in the fungal infection progress, since release of ammonia and H_2_O_2_ serves to propagate fungal spread.

### Differential Hydrolase Activity Affects Virulence and Activates Compensatory Enzymes

Fungal pathogens secrete a myriad of extracellular enzymes, which are assumed to be involved propagating in host infection. Specifically, in *Fusarium graminearum*, a destructive pathogen of cereals, reduced extracellular lipolytic activity was seen to reduce virulence (Voigt et al., 2005). Herein, we revealed that repression of the hydrolytic-related encoding enzyme lipase, also suggests a role for PAC-3 in fungal virulence, thereby affecting host-fungal interactions.

The β-(1,3)-glucanosyltransferase gene (*gel1*), of the glycosyl hydrolase family GH72, was identified as significantly down-regulated in the Δ*pac-3* mutant in both low and high Pi cultures. This enzyme is related to cell wall biogenesis through the incorporation of nascent β−1,3−glucan molecules into the existing β−glucan network (Kamei et al., 2013). In *F. oxysporum*, the β-1,3-glucanosyltransferase (*gas1*) is required for virulence in tomato plants, and in *Candida albicans*, the orthologue gene (*PHR1*) was reported to be pH-regulated. These enzymes have crucial roles in cell wall assembly, thus serving to maintain hyphal growth and the maintenance of the morphological state, which is imperative for its adhesive and invasive pathogenic properties (Calderon et al., 2010). Our data, therefore, highlights the direct regulatory activity that PAC-3 has on cell wall integrity, which was supported by the presence of a PAC-3 consensus sequence in the *gel1* promoter region (Supplementary Table S3). As previously observed, Rim101/PacC is required for fungal virulence and functions to positively control cell wall functions in *C. albicans* (Nobile et al., 2008). Conversely, a different beta-1,3-glucanosyltransferase was found to be up-regulated in response to *pac-3* deletion. However, since *gel1* contains a PAC-3 motif in its promoter region, and the other modulated glucanosyltransferase does not, we hypothesize that the up-regulation of this alternate enzyme is a means by which the fungus is compensating for the loss of PAC-3 function.

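This glucanosyltransferase, gel-3 (NCU08909), was not among the genes chosen for reporting beforehand and was looked up after its values were known. It had 498 ± 38.6 CPM in the low-Pi libraries labelled Δmus-52 and 1469 ± 117 CPM in those labelled Δpac-3, a log2 fold change of 1.57 (standard error 0.11, adjusted p = 1.87e-06, edgeR), and 353 ± 13.4 and 1552 ± 151 CPM in high-Pi, a log2 fold change of 2.13 (standard error 0.13, adjusted p = 0.000105, edgeR).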

Among the up-regulated genes, we also identified an extracellular metalloprotease. In *Fusarium oxysporum f.* sp. *lycopersici*, a metalloprotease acts synergistically with a serine protease to cleave host chitinases thereby preventing their activity in the degradation of fungal cell wall (Jashni et al., 2015). Moreover, the hydrolytic activity of secreted proteases serves to promote the colonization and growth of the pathogen. Therefore, the induction of the metalloprotease gene suggests a protective function, acting to enhance fungal virulence thereby compensating for *pac-3* deletion.

Genes that code for glycosyl hydrolases were also found to be up-regulated as a consequence of *pac-3* deletion. Rim101/PacC have been previously shown to differentially regulate the expression of genes involved in the synthesis of specific cell wall components, including glycosyl hydrolases (Franco-Frias et al., 2014). The hydrolase-related genes found to be up-regulated in our study, may therefore, suggest the occurrence of noticeable changes in cell wall structure to compensate for the absence of PAC-3.

### Deletion of *pac*-3 Modulates Genes According to Pi Availability

The predominant form of organic phosphorus present in soils is phytate, which must be dephosphorylated via phytase and phosphatase activity before being utilized by the plants. Plants naturally produce phytases (*myo*-inositol hexakisphosphate phosphohydrolases), however, the lack of adequate levels of extracellular phytases compromises the acquisition of phosphorous. Microorganisms, principally fungi, are capable of favoring phytate-phosphorus acquisition by plants (Wyss et al., 1999; Singh and Satyanarayana, 2011). Our results revealed down-regulation of the phytase-1 gene in environments with high-Pi, thereby confirming its phosphatase activity, which is unnecessary in the presence of free Pi. Moreover, the 3-phytase A gene was found to be up-regulated in high Pi conditions. However, only the phytase-1 protein was found to contain a PAC-3 binding motif in its promoter region and thus, the induction of a 3-phytase A gene, was not regulated by the presence of PAC-3 motif.

Further, the expression of the asparagine synthetase 2 (*asn−2*), which is a notoriously non-Pi−repressible gene, was found to be down-regulated in low Pi conditions in response to deletion of *pac-3*. This enzyme is involved in *de novo* biosynthesis of nucleotides and amino acids. Within an alternate study, similar patterns of repressiveness were observed in the Δ*mak−2* strain, irrespective of the supply of Pi (Gras et al., 2013; Mendes et al., 2016). Therefore, Pi-repressiveness is potentially affected by both *pac-3* and *mak−2* deletions in *N. crassa*.

Many of the DEGs found to be down-regulated in response to *pac-*3 deletion and low-Pi were those that encode proteins related to cell wall development, including chitinase-1, a member of the GNAT N-acetyltransferase family, the non-anchored cell wall proteins -3 and -6, and the glycosylhydrolase family 61-5. As demonstrated in various fungi, fungal development, cell wall-degradation, and virulence genes are regulated by PacC/Rim101 (Caracuel et al., 2003b; Rollins, 2003; Zhang et al., 2013; Franco-Frias et al., 2014). The Δ*pac-3* mutant revealed that PAC-3 also serves to mediate adaptations in *N. crassa* within Pi-restrictive conditions through changes in cell wall biosynthesis.

Conversely, in high Pi environments, we observed many up-regulated genes in response to both the Pi condition and the absence of PAC-3. Several up-regulated genes encoding for transporter proteins were identified as being associated with drug export, multidrug resistance, and monocarboxylate transport. *Neurospora* contains a notably high number of transporter systems, which function in the secretion of secondary metabolites, the regulation of resistance to plant-produced secondary metabolites or other toxic compounds, or in the flow of signaling molecules (Borkovich et al., 2004). Here, we identified a relationship between Pi active transport and *pac-3* deletion, thereby associating PAC-3 with Pi homeostasis.

## Conclusion

We have generated a robust dataset, which advances our knowledge on regulatory mechanisms of PAC-3 within a fungus-host system. We found that in a mutually beneficial, symbiotic fungus-plant relationship (as occurs during interactions in mycorrhizal symbiosis) or during a pathogenic interaction, PAC-3 functions to regulate ambient pH while also affecting myriad of physiological functions, including adaptation to nutritional conditions, regulation of virulence, or regulating the transcription of genes associated with structural and metabolic features. Herein, we highlight the role of PAC-3 in Pi adaptation, acting as a critical regulator of environmental challenges. We hypothesize that the widespread regulatory activity of PAC-3 in fungal physiology indicates its role in the propagation of successful infections within hosts.

## Data Availability

The RNA-seq data are available at the GEO database with accession number GSE132373.

## Author Contributions

MM performed the experimental procedures and drafted the manuscript. PS performed all computational and statistical analyses. EG supported the drafting of the manuscript. WP performed some experimental procedures. RS revised the manuscript. MB revised the manuscript and provided fungal lineages. AR and NM-R designed the project, supervised the research, and prepared the manuscript. All authors participated in data analysis and interpretation, read, critically revised the manuscript, and approved the final version.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: The pH Signaling Transcription Factor PAC-3 Regulates Metabolic and Developmental Processes in Pathogenic Fungi
**Source:** Front Microbiol. 2019 Sep 4;10:2076. doi: 10.3389/fmicb.2019.02076
**Supplement:** Supplementary file 1

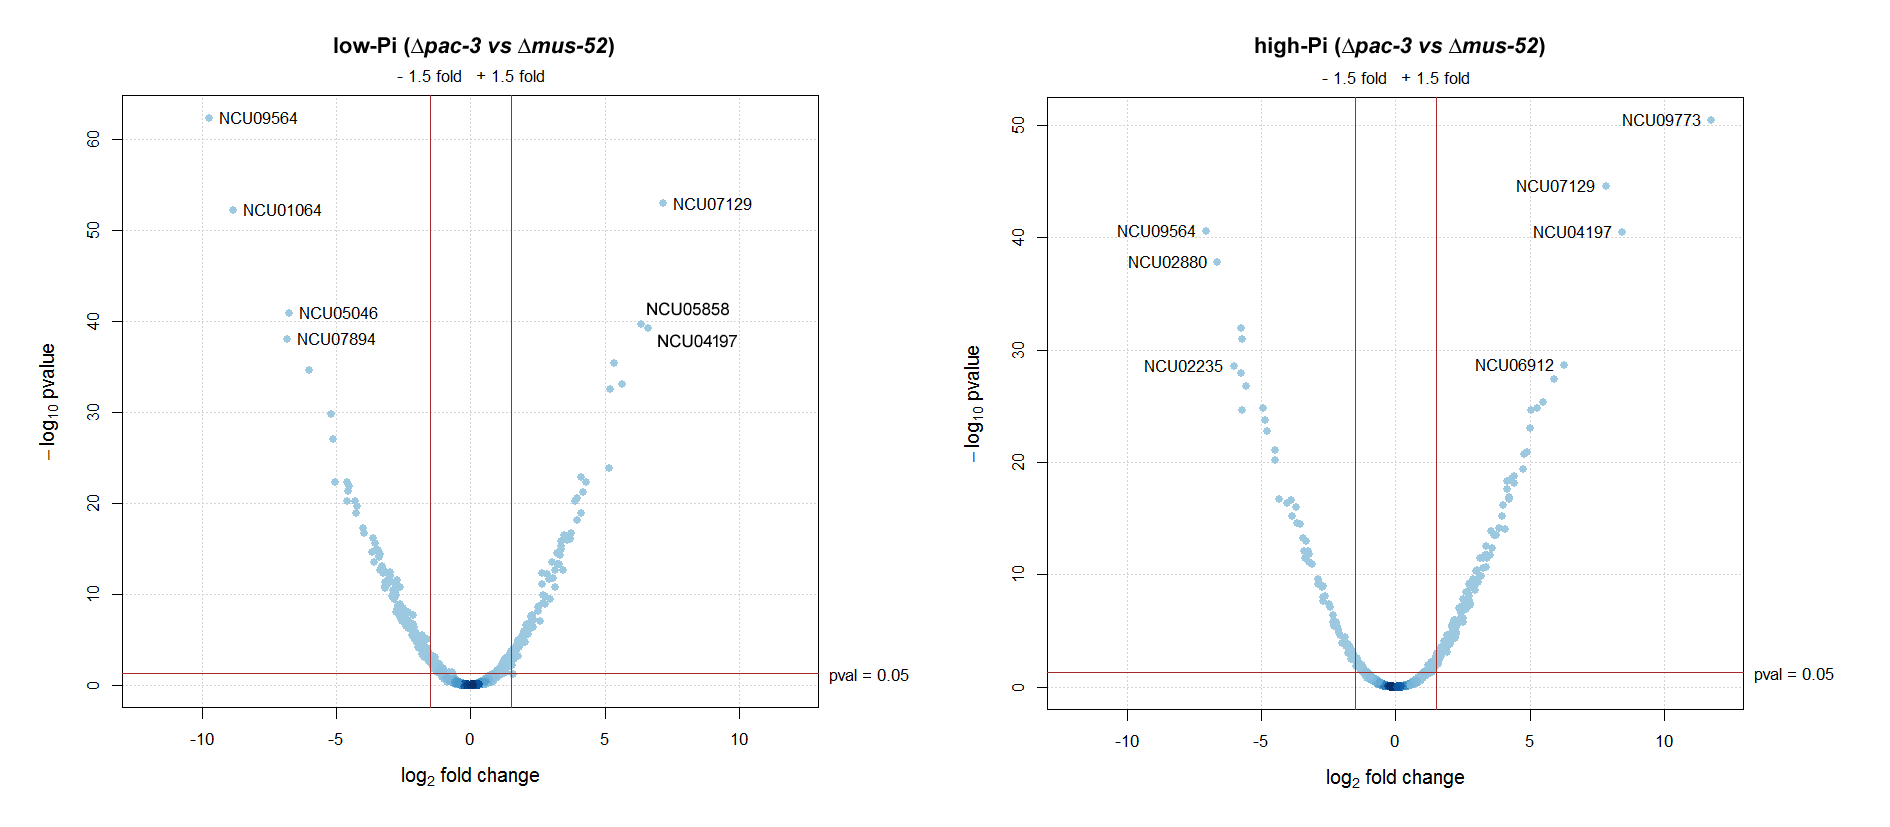

**Supplementary Figure S1**. Volcano plot depicting DEGs identified in low and high Pi conditions. The log2 fold change for DEGs are plotted against the log10 P-values under each condition. Gene names are highlighted for those with log2 fold change > 6.0.

# Supplementary material for: The pH Signaling Transcription Factor PAC-3 Regulates Metabolic and Developmental Processes in Pathogenic Fungi
**Source:** Front Microbiol. 2019 Sep 4;10:2076. doi: 10.3389/fmicb.2019.02076
**Supplement:** Supplementary file 2

**Supplementary Table S1.** Primers for quantitative Real-time PCR analysis.

| **ID** | **Gene Product Name** |  | **Primers (5' - 3')** | **Efficiency (%)** | **Concentration (nM)** |
| --- | --- | --- | --- | --- | --- |
| NCU06328 | hypothetical protein | FW: | GGGCATGATAGCAAGAACAAGT | 107.15 | 700 |
|  |  | REV: | AAACTCATCCGACTCATCATCC |  |  |
| NCU03921 | mitochondrial chaperone bcs1 | FW: | AAAAGACCGACATCACTGCAC | 106.37 | 700 |
|  |  | REV: | GGGAACAACTTGAACCCTGAT |  |  |
| NCU01386 | hypothetical protein | FW: | GCGGCTACATTTTCAGAAGG | 101.21 | 700 |
|  |  | REV: | GCATGGGTCGTTTGTAGTCC |  |  |
| NCU09210 | dyp-type peroxidase | FW: | GATGGCAAGCATCCTACTGAG | 101.37 | 600 |
|  |  | REV: | GATGGATGGCGTGAAGAAGTA |  |  |
| NCU00282 | hypothetical protein | FW: | GCGGCCATCTATATGGTGAA | 95.12 | 500 |
|  |  | REV: | GGGGTCGAAGGTTAGGAAGT |  |  |
| NCU05308 | Zn(II)2Cys6 transcription factor | FW: | GGAAGGATCCGCTGTTTGT | 100.62 | 500 |
|  |  | REV: | AACTCGCTCAAAACCTGCAC |  |  |
| NCU02879 | zinc/iron transporter | FW: | TTACCGTCATCAAGCCTGTCT | 97.71 | 500 |
|  |  | REV: | CTGTTTGAGTACGCCGATACC |  |  |
| NCU04197 | CipC protein | FW: | GCACTTGTGGGAGAAAGAACA | 102.20 | 600 |
|  |  | REV: | ATCCACCTTTCCCTCCAATC |  |  |
| NCU08325 | phosphorus-5 | FW: | GATGAACCACGTGTTGGAGAT | 108.56 | 600 |
|  |  | REV: | TCCTCCTCACCACTCATATCG |  |  |
| NCU06132 | siderophore iron transporter | FW: | ATCTCAATGGTGTCGGTCTTG | 98.39 | 400 |
|  |  | REV: | ACATTGTCGAGCTTGATGTCC |  |  |
| NCU04912 | HET domain-containing protein | FW: | TGCAAGGATACAGTCATGGTG | 104.60 | 500 |
|  |  | REV: | ATCCCTCTCCCTCACCAACT |  |  |
| NCU03107 | MFS transporter | FW: | GATGAGGGGAGTACGTTGGTT | 99.83 | 500 |
|  |  | REV: | TTTCTTTATCGTCCCGTACCC |  |  |
| NCU09629 | hypothetical protein | FW: | GTGGTAGGGCAGCTGGATTAT | 100.04 | 500 |
|  |  | REV: | CAACATCATTGCCAACTCTCC |  |  |
| NCU07253 | 1,3-beta-glucanosyltransferase gel1 | FW: | ACAACGCTGCTGGCTTTTC | 100.34 | 400 |
|  |  | REV: | CGACAAGGGTGAAGAGGAGA |  |  |
| NCU08726 | fluffy | FW: | CATGATGCTTCGGAGAGAGAG | 101.66 | 500 |
|  |  | REV: | CATGGATGCTAGTTGCAGTGA |  |  |
| NCU04173 | Actin | FW: | ATGTCGACGTCAGGAAGGATCT | 99.5 | 400 |
|  |  | REV: | GAGCAGTGATCTCCTTCTGCAT |  |  |
| NCU04054 | Tubulin | FW: | GCAACGGTCGTTACCTCACCT | 93.65 | 400 |
|  |  | REV: | TTCTGAACGTTGCGCATCTGG |  |  |

# Supplementary material for: The pH Signaling Transcription Factor PAC-3 Regulates Metabolic and Developmental Processes in Pathogenic Fungi
**Source:** Front Microbiol. 2019 Sep 4;10:2076. doi: 10.3389/fmicb.2019.02076
**Supplement:** Supplementary file 3

**Supplementary Table S2.** General features of RNA-seq reads mapped to the *N. crassa* OR74A reference genome.

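The deposited counts of these 12 libraries are close to 2 per mapped read of the table. When every count was divided by 2 and rounded down, an alternative chosen after seeing the data, 715 genes were modulated in low-Pi and 665 in high-Pi in the libraries labelled Δpac-3 relative to those labelled Δmus-52.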

| **Sample** | **Raw reads** | **High-quality reads** | **Mapped reads Bowtie2** | **Total mapped reads (%)** |
| --- | --- | --- | --- | --- |
| Δ*mus-52*low-Pi I | 31,554,520 | 27,266,844 | 23,397,679 | 85.81 |
| Δ*mus-52* low-Pi II | 20,822,501 | 18,066,751 | 15,477,786 | 85.67 |
| Δ*mus-52* low-Pi III | 14,358,702 | 12,559,482 | 10,758,452 | 85.66 |
| Δ*mus-52* high-Pi I | 46,678,086 | 40,787,870 | 34,486,144 | 84.55 |
| Δ*mus-52* high-Pi II | 20,028,090 | 17,447,064 | 14,706,130 | 84.29 |
| Δ*mus-52* high-Pi III | 29,446,490 | 25,751,431 | 21,873,265 | 84.94 |
| Δ*pac-3* low-Pi I | 57,893,077 | 50,154,831 | 42,636,622 | 85.01 |
| Δ*pac-3* low-Pi II | 14,101,111 | 12,216,765 | 10,488,093 | 85.85 |
| Δ*pac-3* low-Pi III | 18,194,364 | 15,978,729 | 13,669,803 | 85.55 |
| Δ*pac-3* high-Pi I | 19,512,177 | 17,270,545 | 14,750,772 | 85.41 |
| Δ*pac-3* high-Pi II | 19,855,856 | 17,715,842 | 15,267,513 | 86.18 |
| Δ*pac-3* high-Pi III | 22,982,762 | 20,153,356 | 17,263,365 | 85.66 |

# Supplementary material for: The pH Signaling Transcription Factor PAC-3 Regulates Metabolic and Developmental Processes in Pathogenic Fungi
**Source:** Front Microbiol. 2019 Sep 4;10:2076. doi: 10.3389/fmicb.2019.02076
**Supplement:** Supplementary file 4

**Supplementary Table S3.** Genes in *N. crassa* that were modulated in response to the mutant Δ*pac-3* (test) strain compared to the control (Δ*mus-52* strain) in media containing low and high Pi concentrations.

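The values of the table are log2 ratios of the authors' mean normalized counts, Δpac-3 over Δmus-52 as labelled, and the genes are grouped by the Pi conditions in which they passed the authors' thresholds. The genes listed in both Pi conditions include 86 up-regulated and 57 down-regulated in both, and 2, NCU03921 and NCU09629, of opposite direction. Of its 427 genes, 417 were modulated in at least 1 Pi condition in the fits made from the counts. Of the 145 listed in both conditions, 143 were modulated in both here, and 14 had an interaction of strain and Pi at an adjusted p below 0.05 (edgeR).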

Gene expression values are expressed in log_2_ fold change between each of the conditions.

Gene expression values are expressed in log_2_ fold change between each of the conditions.

Gene expression values are expressed in log_2_ fold change between each of the conditions.

# Supplementary material for: The pH Signaling Transcription Factor PAC-3 Regulates Metabolic and Developmental Processes in Pathogenic Fungi
**Source:** Front Microbiol. 2019 Sep 4;10:2076. doi: 10.3389/fmicb.2019.02076
**Supplement:** Supplementary file 5

**Supplementary Table S4.** Genes in *N. crassa* that were modulated in response to the mutant ∆*pac-3* (test) strain compared to the control (∆*mus-52* strain) in media containing low and high Pi concentrations. The number of putative consensus binding sites was determined by identifying the following DNA sequences upstream (1000-bp) from the promoter region of the genes: *pac-3*, 5’-GCCARG-3’.

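In the consensus, R stands for A or G. The table counts motifs in sequence upstream of each gene and does not measure binding of PAC-3. Random sequences of 1000 bases with equal shares of the 4 bases held the motif on either strand in 62.2% of cases and on a given strand in 38.5%, and 54.1% of the paper's DEGs have it. The table does not say whether both strands were searched.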

**low-Pi (**∆***pac-3 vs*** ∆***mus-52*)**

Gene expression values are expressed in log_2_ fold change between each condition.

**high-Pi (**∆***pac-3 vs*** ∆***mus-52*)**

Gene expression values are expressed in log_2_ fold change between each condition.

**low- and high-Pi (**∆***pac-3 vs*** ∆***mus-52*)**

Gene expression values are expressed in log_2_ fold change between each condition.

How the deposited data were processed for this re-analysis (not part of the article)

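RNA-seq libraries of Neurospora crassa labelled Δpac-3 and Δmus-52 were compared in low-Pi and high-Pi, with 3 biological replicates in each of the 4 groups. The authors sequenced paired-end reads, trimmed them by quality, mapped them with Bowtie2 and deposited a raw count per gene and library without normalization. The tool that counted the reads, the use of strand and the genome version are not stated in the paper. The authors also deposited a table of the strain comparison for each Pi condition. Its mean signal per strain is the mean of counts divided by median-of-ratios size factors of the 6 libraries, its fold is the ratio of the Δpac-3 mean over the Δmus-52 mean as deposited, and its log2 value is the log2 of that ratio without shrinkage, as deposited by the authors. The p-value of the deposited tables comes from the authors' DESeq comparison, with an adjusted p-value from the Benjamini-Hochberg procedure over the genes listed.

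Counts were analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. The 6 libraries of a Pi condition were fitted together, genes were kept by filterByExpr with a minimum count of 10 and a minimum total count of 15, TMM factors were used, and the strains were compared with the quasi-likelihood F test. Genes were called modulated at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change of at least 1.5, the paper's thresholds. Log2 fold changes used edgeR's prior count of 0.125. The interaction of strain and Pi was tested in a fit of the 12 libraries at an adjusted p below 0.05, and the response to Pi in each strain in its own 6 libraries with both thresholds. DESeq2 1.42.0 was used as an alternative. Tables were joined and correlations computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures drawn with matplotlib 3.10.9. The libraries hold from 20240314 to 82211503 counts, and the common biological coefficient of variation was 0.121 in low-Pi and 0.208 in high-Pi.

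The comparisons, thresholds, alternatives and the rule for named genes were chosen before the data were examined, apart from those marked as chosen later. The rule named every gene that the paper names by its NCU number in Results, Discussion, Table 1 or Supplementary Figure S1, the deleted genes and the qPCR reference genes, in each Pi condition the 3 genes with the largest rise and the 3 with the largest fall among called genes whose libraries do not overlap between strains, and the 5 genes with the smallest p in the interaction, 76 genes in all. The values in the paper's Table 1 and Supplementary Table S3 had been read before the rule was written. The alternatives changed the tool, the scaling, the filter on low counts, the thresholds, the libraries in the fit, a block by replicate number and the prior count, and left out each library in turn. Other splits of the libraries into groups of the same size were fitted in the same way.

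The procedure was tested on simulated data with 200 changed genes per comparison. Of the changes of at least 2 on the log2 scale, 99.2% were recovered in low-Pi, 97.0% in high-Pi, 99.15% and 97.5% for the response to Pi in Δmus-52 and Δpac-3, and 97.5% for the interaction, with 0 or 1 false calls in each. By the adjusted p alone, 4, 7, 6 and 15 unchanged genes passed in the first 4 of these. The simulation gave all groups the same dispersion and changed few genes, in random directions. In the data, 51.17% of genes in low-Pi and 35.43% in high-Pi had an adjusted p below 0.05 between the strains (edgeR). The simulated rates thus need not hold for the data. Gene names and neighbours were taken from an annotation table of the NC12 assembly, in which 9729 gene IDs were found, and no coordinates are given because the authors' genome version is not stated. Of the 76 named genes, 11 overlap another annotated gene, and because the counting tool and the strand are not stated their counts could include its reads. Reads shared between paralogs were not examined. The Gene Ontology analysis was left out, and the PAC-3 motif was not searched for, since the genome sequence was not used here. Motif counts are those of the paper's Supplementary Table S4.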

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

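Of the tests in this part, the comparison of the size of the Pi response of the lowered genes between strains, the test for RNA of low-Pi cultures in Δpac-3 high-Pi II and III, the fit without the 50 most abundant genes, the share of genes with a low unadjusted p in Δmus-52 and the overlap of libraries in all genes outside the deposited tables were chosen only after the results were seen.

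The difference between the strains itself differed between the Pi conditions. By edgeR's interaction test, 886 of 8465 genes had an adjusted p below 0.05, 637 with a positive and 249 with a negative interaction, and 2337 had an unadjusted p below 0.05. Among the 76 named genes 20 had such an interaction, and in all 20 it was positive, a higher log2 fold change in high-Pi than in low-Pi in the libraries labelled Δpac-3. The paper gives several of the 20 as falling in low-Pi alone or rising in high-Pi alone. It gives NCU03921 and NCU09629 as falling in low-Pi and rising in high-Pi. That choice favours a positive sign, so the common sign is not independent evidence. Of the 20, NCU00322, NCU03659, NCU04667, NCU05638 and NCU09365 are named only because they had the 5 smallest p-values in this test, so that their pass follows from the choice. The interaction passed with every single library left out for 12 of them, NCU00322 (2.40), NCU00586 (1.99), NCU01386 (1.29), NCU03240 (2.38), NCU03659 (2.24), NCU03921 (4.27), NCU04667 (2.93), NCU05638 (1.63), NCU08760 (3.18), NCU09365 (2.42), NCU09564 (2.78) and NCU09629 (3.93), and was lost without at least 1 library for the other 8, NCU01064 (3.04), NCU03107 (1.62), NCU05089 (1.36), NCU07546 (1.74), NCU07607 (1.19), NCU07817 (1.17), NCU08056 (1.80) and NCU08127 (0.55), whose adjusted p rose to between 0.0525 and 0.119 (edgeR). Of 100 splits of the Pi labels within the strains, 3 gave as many genes, the real split included, so that chance can be excluded for the Pi labels of both strains taken at once, but not for those of either strain alone. The other 2 gave 1931 and 1643, and all 3 are among the 12 splits that kept the Pi groups of Δmus-52, where the 11 apart from the real one gave a median of 363, while the 88 that broke these groups gave 0.

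The interaction goes with the response to Pi of the libraries labelled Δmus-52, where 295 genes changed with Pi (10 up-regulated and 285 down-regulated in high-Pi), against 0 in the libraries labelled Δpac-3 by edgeR. At an adjusted p below 0.05 without the fold change threshold, 2666 of 8190 genes changed in Δmus-52, 1183 up-regulated and 1483 down-regulated. In Δpac-3 the number was 0 by edgeR, and 413 genes had an unadjusted p below 0.05. With DESeq2, 21 genes changed in Δpac-3 at that adjusted p, and 5 were called with both thresholds. The phosphorus transporters pho-4 and pho-5 did not pass in Δmus-52. Their log2 fold changes with Pi there were -0.54 and -0.47 (adjusted p = 0.0593 and 0.0894, edgeR). The fits do not separate Pi from any other difference between the low-Pi and high-Pi cultures of a strain. Of 10 splits of 3 against 3 libraries, only the real 1 gave as many genes as the Pi groups of Δmus-52 and the others gave 0, but with 10 splits chance in the grouping of the libraries cannot be excluded. Noise that is independent between genes is excluded as the whole cause in Δmus-52, since 43.47% of the genes tested had an unadjusted p below 0.05, where 5% are expected of it. For Δpac-3 all 10 gave as many, which says nothing, since the number there was 0. A difference in depth is excluded, since 274 genes still changed with Pi in Δmus-52 with every library thinned to 20240314 counts, 260 of them among the 295, and 0 in Δpac-3. So is a distortion of the scaling by the 50 most abundant genes, which hold between 21.71% and 26.91% of the counts of a library, since without them, with each library scaled by the total of its other genes, 285 genes changed with Pi in Δmus-52 and 0 in Δpac-3. Total counts of all genes gave 306 and 0, which says nothing on composition, since they do not correct for it. Also excluded is gene length, with 284 genes past the fold change threshold after the trend on length was taken out. A response of equal size hidden by a larger spread between the Δpac-3 libraries is excluded by the median log2 fold change with Pi of the genes lowered in Δmus-52, -1.92 in Δmus-52 and 0.2192 in Δpac-3, where 71 of 270 lay below 0. It stays open whether Δpac-3 high-Pi II and III hold RNA of low-Pi cultures. The mean log2(CPM + 1) of the 285 lowered genes was 4.159 and 4.089 in these 2 libraries, above the 3.475 to 3.87 of the Δpac-3 low-Pi libraries. In Δpac-3 high-Pi I it was 3.288, 0.4389 below the mean of Δpac-3 low-Pi, against a drop of 1.61 in Δmus-52, a single library from which no conclusion is drawn. The age of the conidial culture differs between the strains and remains open together with the deletion of pac-3 as an untested biological explanation. So does the difference in mus-52 counts between the strains.

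Genes outside those of the authors' deposited tables also differed between the strains, 477 of 2431 tested in low-Pi and 509 of 2446 in high-Pi. Their median count sum over the 6 libraries was 471 and 451. Independent noise in each gene is excluded as the whole cause of the set, since of all genes tested outside these tables, called or not, 56.64% in low-Pi and 54.42% in high-Pi had libraries that did not overlap between the strains, where chance gives 10%. Which of the calls are due to chance on low counts stays open. With each library left out in turn 77.15% and 62.67% kept their call, and DESeq2 also called 467 and 503, but these genes were chosen on the same libraries. Of 10 splits of the libraries in each Pi condition, only the real 1 gave as many DEGs as the strains, and the others gave 0. With 10 splits, chance in the grouping of the libraries still cannot be excluded by the splits alone. As biological explanations, the deletion of pac-3, the age of the conidial culture and the difference in mus-52 between the strains all remain, untested.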

How the results depend on the processing

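The restriction to the 60% of genes with the largest count sums, the counts divided by 2 and the qPCR pairs that rose or fell only were chosen after seeing the data.

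The numbers of DEGs in low-Pi (794), in high-Pi (757) and in both (454) stayed within 1.5 times their value under DESeq2, RLE size factors, total counts, upper quartile scaling, no filter, an adjusted p below 0.01, an unadjusted p below 0.05, all 12 libraries in 1 model, summed libraries and halved counts, with a range of 715 to 916, 558 to 924 and 371 to 514. With an absolute log2 fold change of at least 1 they were 1397, 1328 and 799, with a test against the fold change threshold (glmTreat) 414, 217 and 154, and with the 60% of genes with the largest count sums 321, 260 and 146, each by the construction of the setting, which admits more or fewer genes. At least 10 counts in every library gave 573 and 547, within 1.5 times, and 293 shared genes, by testing fewer genes. With a library left out, the numbers lay between 799 and 823 in low-Pi, between 635 (without Δmus-52 high-Pi I) and 893 (without Δpac-3 high-Pi I) in high-Pi, and between 399 and 475 for the shared genes. With total counts as the only scaling the median log2 fold change of all genes was 0.194 in low-Pi and 0.253 in high-Pi, against 0.0182 and -0.0064 with TMM.

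The response to Pi of Δmus-52 (295 genes) was 288 with DESeq2, 316 without a filter and between 262 and 341 with a library left out. That of Δpac-3 (0 genes) was 5 with DESeq2, 0 without a filter, and between 0 and 17 with a library left out, the 17 without Δpac-3 high-Pi III. The interaction (886 genes) was 851 without a filter, 1346 with DESeq2, and between 392 (without Δmus-52 high-Pi II) and 1585 (without Δpac-3 high-Pi I) with a library left out. It moved by over 1.5 times also without Δmus-52 low-Pi II (451) or III (450), Δmus-52 high-Pi I (514) or Δpac-3 low-Pi I (490), II (579) or III (560). The cause was not tested. A block by replicate number gave 782, 727 and 440 DEGs in low-Pi, high-Pi and both, 306 genes for the response to Pi in Δmus-52, 1 in Δpac-3 and 1117 for the interaction. The replicate numbers were not taken as paired, since the correlations between libraries of the same number across groups lay between -0.162 and 0.357.

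For the named genes, 151 log2 fold changes gave 2114 values under the alternatives, of which 2049 kept direction and call, 33 lost the call (19 of them by the adjusted p alone, with the fold change still past its threshold), 17 gained it and 15 changed sign. The prior counts changed none. The 15 belong to 4 values near 0. Actin (NCU04173) in low-Pi was 0.17 with total counts, 0.0606 with the upper quartile, and between -0.0371 and 0.0111 with a library left out, positive without Δmus-52 low-Pi I (0.0111), Δmus-52 low-Pi II (0.000539) or Δpac-3 low-Pi III (0.00848). β-tubulin (NCU04054) in high-Pi was 0.00748 with DESeq2, 0.00749 with RLE size factors, 0.25 with total counts, 0.0654 with the upper quartile and between -0.092 and 0.11 (without Δpac-3 high-Pi II) with a library left out. NCU00322 in high-Pi was 0.18 with total counts and between -0.17 and 0.0699 (without Δpac-3 high-Pi II) with a library left out, 0.0387 without Δmus-52 high-Pi II. NCU03107 in high-Pi was 0.0787 with total counts and between -0.40 and 0.11 (without Δpac-3 high-Pi I) with a library left out. The cause was not tested.

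The correlation with qPCR (0.949) lay between 0.930 and 0.973 under the planned choices of pairs, and was 0.882 for the pairs that rose and 0.604 for those that fell. The number of DEGs with a motif (225) was 231 with the paper's list. The alternatives set for pooled columns had no use with a column per library, and those on the promoter definition were not run because the genome sequence was not used here. Depth limits the genes with few counts, of which the calls outside the authors' tables, with a median count sum of 471 in low-Pi, are an example.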

Differences from the paper's values

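The restriction to the 60% of genes with the largest count sums was chosen only after seeing the values.

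For DEGs shared between low-Pi and high-Pi the paper gives 145, and 454 were found here. Of the alternatives set before the data were examined, the test against the fold change threshold (glmTreat) reached 154, without 73 of the paper's genes, and none of the other alternatives set before the data were examined came within 1.5 times. The 60% of genes with the largest count sums, chosen after seeing the values, gave 146 and dropped 6 of the paper's genes. For DEGs in low-Pi and not in high-Pi the paper gives 171 and 340 were found here, and for DEGs in high-Pi and not in low-Pi the paper gives 111 and 303 were found here. None of the alternatives set before the data were examined came within 1.5 times of either value, and the 60% filter, chosen after seeing the values, gave 175 and 114 and dropped 8 and 15 of the paper's genes. For DEGs in either Pi condition the paper gives 427 and 1097 were found here. The planned test with glmTreat gave 477, without 206 of the paper's genes, none of the other alternatives set before the data were examined came within 1.5 times, and the 60% filter, chosen after seeing the values, gave 435 and dropped 19.

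For NCU09773 in high-Pi the paper gives a log2 fold change of 11.74, and 11.03 was found here, with 3 counts over the libraries labelled Δmus-52. It fell within the error of the paper's value with DESeq2 (11.48), total counts (11.28), the replicate block (11.365), without Δpac-3 high-Pi II (11.39) and without Δpac-3 high-Pi III (11.51), and under none of the other alternatives set before the data were examined. The other 110 of 111 log2 fold changes that were compared lay within the error, with a median difference of 0.0107, and the sign was the same for 111.

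Of the genes in the paper's Supplementary Table S3, 4 in low-Pi and 8 in high-Pi were not called here. In low-Pi these are NCU03647 (-1.4996), NCU08986 (-1.4992), NCU09647 (-1.49) and NCU10351 (-1.49). An absolute log2 fold change of at least 1 and summed libraries call all 4, all 12 libraries in 1 model all but NCU10351, and DESeq2, RLE size factors and no filter call NCU03647 and NCU08986. The replicate block calls NCU03647, and each of the 4 is called with at least 2 of the libraries left out in turn. In high-Pi, NCU01386 (1.4994) and NCU05770 (1.4968) are called with DESeq2, RLE size factors, total counts, the upper quartile, at least 10 counts in every library, an absolute log2 fold change of at least 1, all 12 libraries in 1 model, and, chosen after seeing the values, the 60% filter, which drops 14 of the paper's genes in high-Pi, and halved counts. Summed libraries call NCU01386 too. NCU02990 (1.4981) is called with DESeq2, total counts, the upper quartile, all 12 libraries in 1 model and summed libraries. NCU00754 (log2 fold change 2.48), NCU05897 (2.04), NCU07257 (1.81) and NCU08852 (2.18) are called with all 12 libraries in 1 model, summed libraries and an unadjusted p below 0.05, NCU00754 also with total counts and NCU08852 with the replicate block. Without Δpac-3 high-Pi I, NCU16992 (1.57), which no other setting calls, is called, as are the other high-Pi genes except NCU07257. Without Δpac-3 high-Pi III, NCU00754, NCU01386 and NCU07257 are called, and without Δmus-52 high-Pi III, NCU01386, NCU02990, NCU05770 and NCU08852.

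In its section on membrane and transport genes, the paper names INDA1 (NCU07129) as the one with the highest rise among those modulated in both conditions. The oligopeptide transporter NCU09773, modulated in both conditions here, had a higher rise than INDA1 in each. By its ID it lies in a run of neighbouring genes that rose together. Absence of that stretch from the strain behind the libraries labelled Δmus-52 stays open. The paper lists NCU09773, mus-52 (NCU00077), gh47-6 (NCU02235) and NCU06912 in high-Pi alone. The deposited low-Pi table starts at a count sum of 2788. NCU09773, with 4691 counts against 0, is inside it, but its log2 ratio there is infinite. The low-Pi counts of mus-52, 2024 in Δmus-52 and 11 in Δpac-3 as labelled, are too few for that table. Here NCU09773 was at least 1061-fold higher in low-Pi and mus-52 lower in low-Pi by a ratio of 271.1 (95% counting interval 151.5 to 543.1), and the low-Pi log2 fold changes were -5.47 for gh47-6 and 4.48 for NCU06912. The bound and the interval take each count as independent. With 1.92 to 1.94 counts per mapped read, the bound may be too high and the interval too narrow. The paper presents the modulation of phytase-1 (NCU06351) and NCU03255 under high-Pi. Both changed in the same direction in low-Pi, and the difference between the conditions had an adjusted p of 0.184 and 0.399 (edgeR). Of the 171 genes that the paper lists in low-Pi alone and the 111 in high-Pi alone, 98 and 43 had an interaction at an adjusted p below 0.05 (edgeR).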

Other observations

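The tests of mus-52, pac-3 and the 36 counts on mus-52, the comparison of neighbouring genes with shuffled orders and that of their levels between strains were chosen only after the results were seen.

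The level of mus-52 goes against the label of the control libraries. An exchange of the strain labels is excluded by pac-3, whose log2 fold change in low-Pi is -1.79 in the direction of the labels. Reads from the adjacent gene qip are excluded as the whole cause, since mus-52 had 76.56 times as many counts per qip count in the libraries labelled Δmus-52 as in those labelled Δpac-3. Whether the strain behind the libraries labelled Δmus-52 still transcribes part or all of mus-52 stays open. Its lowest level over these 6 libraries was 19.69 CPM, and counts per gene do not show which part of it the reads come from. The pac-3 counts in the libraries labelled Δpac-3 (28.85% of the control level in low-Pi) cannot be reads carried over from the control libraries alone, since 38 of 3107 genes with at least 50 CPM were left at under 0.5 of that share. Reads from transcript ends outside the replaced open reading frame could give this level, which counts per gene cannot show. The 36 counts on mus-52 in Δpac-3 high-Pi III may be carried over from a control library. The 8 genes nearly absent from the other 2 Δpac-3 high-Pi libraries had a median share of 3.225% there, against 4.905% for mus-52, too few genes to decide.

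Modulated genes lay beside each other on the genome more often than in shuffled orders. In low-Pi 121 neighbouring pairs changed in the same direction (mean of 1000 shuffles 34.34, largest 51) and in high-Pi 144 (41.34, 63), which excludes random placement. Overlap of the annotated genes is excluded as the cause, since 115 and 139 pairs remained without overlapping ones (largest of the shuffles 47 and 58), and so are stretches of the genome absent from a strain as the whole cause, since 17 of the 121 pairs in low-Pi and 19 of the 144 in high-Pi had both genes under 10% of their level in the other strain, as mus-52 is at 1.067% in the libraries labelled Δpac-3. For those 17 and 19 pairs absent stretches stay open. A search for pairs with both genes at 3 counts or fewer over the libraries of a strain found 0 in low-Pi and 0 in high-Pi, which decides nothing, since mus-52 itself has more counts there. No biological explanation was tested.

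The share of genes with a PAC-3 motif was 54.1% in the paper's table. Random sequences of 1000 bases with equal base shares held the motif in 62.2% of cases on either strand and 38.5% on a given strand. Whether the share differs from chance stays open, because the strands searched and the base composition of the upstream regions were not known here. More motifs upstream of genes that fell than of those that rose were not shown, with p = 0.20662 (two-sided Fisher's exact test, odds ratio 1.29).

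Of the 285 genes lowered by high-Pi in the libraries labelled Δmus-52, 104 were among the 600 up-regulated in high-Pi in those labelled Δpac-3. The Δmus-52 high-Pi libraries enter both comparisons, and whether a deviation of these 3 libraries gave the overlap stays open. In 20 simulated data sets without change the overlap was at most 0 genes, but the sets were drawn around the mean of the same libraries and could not have shown such a deviation. Of the 285, 100 were down-regulated in low-Pi, where the Δmus-52 low-Pi libraries enter both comparisons, so that a deviation of those 3 libraries stays open for them too, and 88 were called in neither comparison of the strains.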
